# Age‐related dysregulation of the retinal transcriptome in African turquoise killifish

**DOI:** 10.1111/acel.14192

**Published:** 2024-05-14

**Authors:** Steven Bergmans, Nicole C. L. Noel, Luca Masin, Ellen G. Harding, Aleksandra M. Krzywańska, Julie D. De Schutter, Rajagopal Ayana, Chi‐Kuo Hu, Lut Arckens, Philip A. Ruzycki, Ryan B. MacDonald, Brian S. Clark, Lieve Moons

**Keywords:** ageing, gliosis, inflammageing, neurodegeneration, *Nothobranchius furzeri*, oxidative stress, retina, transcriptomics

## Abstract

Age‐related vision loss caused by retinal neurodegenerative pathologies is becoming more prevalent in our ageing society. To understand the physiological and molecular impact of ageing on retinal homeostasis, we used the short‐lived African turquoise killifish, a model known to naturally develop central nervous system (CNS) ageing hallmarks and vision loss. Bulk and single‐cell RNA‐sequencing (scRNAseq) of three age groups (6‐, 12‐, and 18‐week‐old) identified transcriptional ageing fingerprints in the killifish retina, unveiling pathways also identified in the aged brain, including oxidative stress, gliosis, and inflammageing. These findings were comparable to observations in the ageing mouse retina. Additionally, transcriptional changes in genes related to retinal diseases, such as glaucoma and age‐related macular degeneration, were observed. The cellular heterogeneity in the killifish retina was characterized, confirming the presence of all typical vertebrate retinal cell types. Data integration from age‐matched samples between the bulk and scRNAseq experiments revealed a loss of cellular specificity in gene expression upon ageing, suggesting potential disruption in transcriptional homeostasis. Differential expression analysis within the identified cell types highlighted the role of glial/immune cells as important stress regulators during ageing. Our work emphasizes the value of the fast‐ageing killifish in elucidating molecular signatures in age‐associated retinal disease and vision decline. This study contributes to the understanding of how age‐related changes in molecular pathways may impact CNS health, providing insights that may inform future therapeutic strategies for age‐related pathologies.

**Abbreviations**
AMD: age‐related macular degeneration
cL15: complete Leibovitz's 15
CNS: central nervous system
DEPC: diethyl pyrocarbonate
FC: fold change
FDR: false discovery rate
GCL: ganglion cell layer
GO: gene ontology
GS: glutamine synthetase
HCR: hybridisation chain reaction
IHC: immunohistochemistry
ILM: inner limiting membrane
INL: inner nuclear layer
IPL: inner plexiform layer
n: number of biological replicates
NFL: nerve fibre layer
OLM: outer limiting membrane
ONL: outer nuclear layer
OPL: outer plexiform layer
PBS: phosphate buffered saline
PC: principal component
PCA: principle component analysis
PFA: paraformaldehyde
PRL: photoreceptor layer
RBC: red blood cell
RIN: RNA integrity number
RNAseq: RNA sequencing
RPE: retinal pigment epithelium
RT: room temperature
scRNAseq: single‐cell RNA sequencing
UMAP: uniform manifold approximation and projection
Unch: unchanged
w: weeks

## 1 INTRODUCTION

The central nervous system (CNS) is vulnerable to the accumulation of age‐related pathologies that lead to progressive, irreversible disease. Ageing is a major risk factor for many retinal neurodegenerative diseases that severely impact visual function and quality of life (Congdon, 2004; Enoch et al., 2019; Swenor et al., 2020). Retinal degenerative diseases, including glaucoma and age‐related macular degeneration (AMD), are becoming more prevalent as life expectancy increases (Klein & Klein, 2013). There are currently no treatments available to restore vision after retinal degeneration, nor targeted therapies to prevent degeneration and related vision loss. Therefore, it is essential to determine the physiological and molecular consequences of ageing on retinal homeostasis and identify mechanisms underpinning age‐related retinal dysfunction.

Small animals such as mice, rats, and zebrafish have been extensively utilised to study fundamental mechanisms underlying different retinal neurodegenerative diseases (Collin et al., 2020; Koh et al., 2019; Niwa et al., 2016; Noel et al., 2022; Veys et al., 2021). Zebrafish naturally undergo age‐related retinal changes that include photoreceptor degeneration, gliosis, and vision loss (Martins et al., 2022; Van houcke et al., 2019). Unfortunately, ageing studies are challenging in these model organisms due to their relatively long lifespan (>2 years) (Kim et al., 2016). Invertebrate gerontology models such as *Caenorhabditis elegans* or *Drosophila melanogaster* have short lifespans of a few weeks but do not allow for comparable study of the retina as they lack a similar system (structure and cell types). This demonstrates the pressing need for a genetically tractable vertebrate model with a condensed lifespan to facilitate higher throughput research into retinal ageing.

The short‐lived African turquoise killifish (*Nothobranchius furzeri*) is emerging as a leading vertebrate genetic model system for ageing studies (Kim et al., 2016; Moses et al., 2023). The GRZ strain has the shortest lifespan in captivity amongst vertebrates, with a 4–6 month life expectancy (Kim et al., 2016). Killifish show macroscopic ageing traits like those observed in humans, such as depigmentation, spinal curvature, muscle atrophy, and cognitive decline (Cellerino et al., 2016; Kim et al., 2016), as well as molecular hallmarks including oxidative stress, cellular senescence, altered cellular communication, and stem cell exhaustion (Baumgart et al., 2014; Valenzano et al., 2006).

Our recent characterisations of the killifish visual system identified several ageing hallmarks in the retina and optic tectum, including increased oxidative stress, DNA damage, inflammageing, stem cell depletion, and cellular senescence (Vanhunsel et al., 2021). Interestingly, like the killifish brain (Bagnoli et al., 2022; Matsui et al., 2019), the killifish retina presented signs of thinning and neurodegeneration upon ageing, which were associated with vision loss (Vanhunsel et al., 2021).

We performed unbiased transcriptomics profiling to better understand the molecular signatures of killifish retinal ageing. We first assayed retinal transcriptome dynamics across ageing using bulk RNA‐sequencing (RNAseq), identifying transcriptional shifts from young adult (6‐week‐old) to old (18‐week‐old). We investigated the cell type specificity of ageing phenotypes using single‐cell RNA‐sequencing (scRNAseq), defining retinal cell populations and identifying age‐induced transcriptome changes within individual retinal cell types. We determined that there is age‐associated transcriptome dysregulation across all retinal cell populations, highlighting systemic changes in transcriptional homeostasis that likely contribute to reduced killifish retinal function with age. From these studies, we highlight the utility of killifish for understanding the molecular aetiology of retinal ageing.

## 2 RESULTS

### 2.1 Bulk RNAseq analysis identifies age‐related transcriptional shifts in the killifish retina

We first profiled retinal transcript expression using bulk RNAseq to characterize transcriptional alterations that may underly the killifish ageing phenotypes. 

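Retinas of 30 female killifish were analysed, 10 each at 6, 12 and 18 weeks of age, and both retinas of a fish formed 1 sample. The authors trimmed the reads, mapped them with STAR to a custom-built transcriptome, counted them per locus with HTseq and deposited the counts without normalization. QuantSeq reads come from the 3′ end of a transcript, so a count is not scaled to transcript length. Each sample listed 24989 loci, of which 13975 passed edgeR's filterByExpr with its default settings and held 99.6% of the counts on loci. The ages were compared in one edgeR quasi-likelihood fit of all 30 fish with TMM factors and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an FDR under 0.05 and an absolute log2FC of at least 1. The paper's text names edgeR and these thresholds, but not the scaling or the filter on low counts. Gene names were taken from the authors' deposited annotation of the loci, and a name carried by several loci is uncertain, since reads of near-identical copies could be split between them. On simulated counts for the same 13975 loci with 200 changed genes, the fit recovered 100% of the changed genes with 1 false call. The changes were planted only in genes without low mean counts, and all were larger than the log2FC threshold. Recovery of genes with few counts or with changes near the threshold was thus not tested. Library size alone also gave 100% and 1 false call, so this simulation did not separate the scalings.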

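Across tested genes, the log2 CPM of any pair of fish of one age correlated with r between 0.873 and 0.972, with a median of 0.962 over 135 pairs. These values are across genes, which are not independent replicates. No pair of samples held identical counts.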

We investigated young adult (6‐week‐old), middle aged (12‐week‐old), and old (18‐week‐old) female fish, with 10 biological replicates per age group (Figure 1a). 

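Counts on loci ranged from 3974439 to 5840792 per fish at 6 weeks with a median of 4595231, from 3552371 to 5449247 at 12 weeks with a median of 4470550, and from 3626678 to 5804830 at 18 weeks with a median of 4597199. No difference in the mean of these counts was detected between 18 and 6 weeks (permutation test, two-sided, p = 0.837, BH-adjusted over 7 depth measures 0.837). Ambiguous reads rose from a mean of 0.946% at 6 weeks to 1.22% at 18 weeks (same permutation test, adjusted p = 0.00014). Reads on no feature fell from a mean of 24.3% to 22.0% (same permutation test, adjusted p = 0.018). With reads outside loci included, the deposited counts came to a mean of 6045690 per fish, and the paper's stated mean is 8.2 M reads per sample. The values here use the counts on loci. A pair of unnamed loci, XLOC_011982 and XLOC_011983, took 43.0% ± 3.23 (SD, n = 10) of the counts at 6 weeks, 38.5% ± 3.60 (SD, n = 10) at 12 weeks and 30.8% ± 5.56 (SD, n = 10) at 18 weeks. The mean share fell between 6 and 18 weeks (permutation test of the difference of means, two-sided, p = 3e-05, adjusted 7e-05). Single fish overlapped, with the lowest 6-week fish at 36.0% and the highest 18-week fish at 38.7%. TMM factors rose from a mean of 0.908 at 6 weeks to 1.12 at 18 weeks (permutation test, two-sided, p = 2e-05, the adjusted value being 7e-05).

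**Figure D1:**
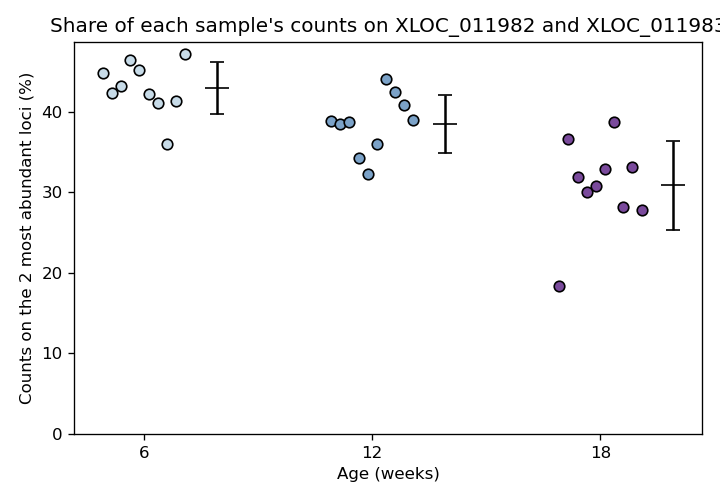
Percent of each fish's counts that lie on XLOC_011982 and XLOC_011983, by age in weeks. Points are the 10 fish of each age, and the bar with whiskers beside them is the mean ± SD, which falls from 43.0% at 6 weeks to 30.8% at 18 weeks.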

Neural retinas were dissected after retinal pigmented epithelium (RPE) removal and processed for bulk RNAseq. 

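In a principal component analysis of gene-centred log2 CPM (prior count 2) over the 13975 tested genes, PC1 held 22% and PC2 12% of the variance. Mean PC1 scores were -17.1 ± 6.77 (SD, n = 10) at 6 weeks, -5.99 ± 3.80 (SD, n = 10) at 12 weeks and 23.1 ± 28.1 (SD, n = 10) at 18 weeks. Across the 30 fish, PC1 correlated with age with a Spearman's rho of 0.896 and a Pearson's r of 0.705 (permutation tests, two-sided, p = 1e-05 each, the smallest that the resamples can give). Without the 2 fish farthest from the median PC1, 18-week fish 1 and 4, rho was 0.884 and r was 0.918. 18-week fish 1 lay at 101, and the next highest fish, also of 18 weeks, at 27.7. Of the other settings, linear CPM without centring moved rho most, to 0.797.

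**Figure D2:**
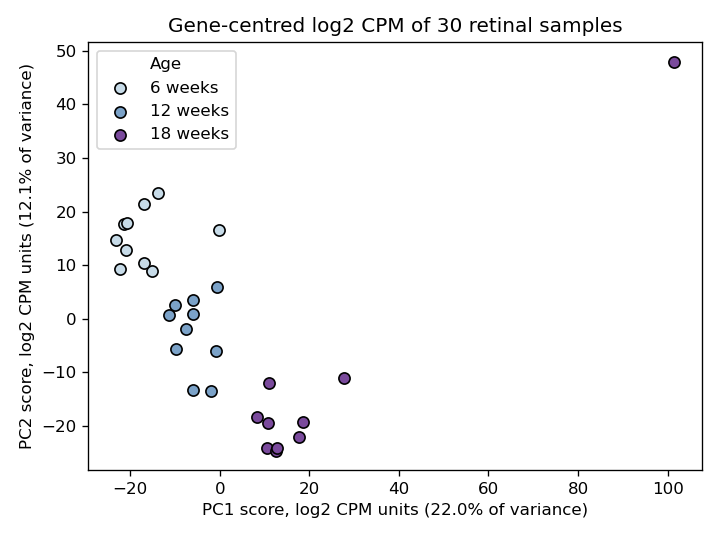
PC1 and PC2 scores of the 30 samples, from gene-centred log2 CPM, coloured by age in weeks. The mean PC1 score rises from -17.1 at 6 weeks to 23.1 at 18 weeks, and 18-week fish 1 sits apart at 101.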

Principal component analysis revealed a gradual shift in transcriptional state that correlated with age (Figure 1b). 

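With TMM factors, 47 genes were higher at 12 than at 6 weeks and 183 were higher at 18 than at 6 weeks. When counts were scaled to library size alone, these numbers were 75 and 532, and all 183 genes were among the 532. Each 18-week fish lay above each 6-week fish in 141 of the 13975 tested genes, which chance gives for 0.000541% of genes, and 50 of the 141 were among the 183. NDRG1B (XLOC_000155) rose from 52.5 ± 30.0 CPM (SD, n = 10) at 6 weeks to 258 ± 60.9 CPM (SD, n = 10) at 18 weeks, a log2FC of 2.30 (SE 0.247, FDR = 5.8e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MYO18AA (XLOC_003434) had a log2FC of 2.17 (SE 0.263, FDR = 8.22e-08 from the same edgeR test). ISG15(2OF2) (XLOC_023831), MOV10(1OF3) (XLOC_021648) and CABZ01045230.1 (XLOC_023352) had the highest fitted log2FC at 18 weeks among genes without overlap, 4.80, 3.09 and 3.02, but their counts at 6 weeks lay between 0 and 4, between 0 and 7 and between 0 and 4, so that these folds depend on the prior count.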

We identified 65 and 401 upregulated genes between 6‐ and 12‐week‐old, and between 6‐ and 18‐week‐old retinas, respectively, by direct comparison of gene expression across individual ages (cut‐offs: FDR <0.05, log_2_FC ≥ 1). Of these differentially expressed transcripts, 59 were shared across both comparisons (Figure 1c). 

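Of the genes that were higher than at 6 weeks, 41 were called in both comparisons with TMM factors. Both comparisons use the same 6-week fish, so unchanged groups were simulated against them in 20 data sets, and none of these gave a gene called higher in both. The log2FC of the 2 comparisons correlated across genes with r = 0.697, against a median of 0.506 in the simulated sets.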

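At 12 weeks 23 genes, and at 18 weeks 284 genes, were lower than at 6 weeks, and 20 of these were lower in both comparisons. With library size alone these numbers were 14, 113 and 7, and all 113 genes were among the 284. Each 18-week fish lay below each 6-week fish in 186 of the tested genes, and 72 of these were among the 284. The simulated unchanged groups gave at most 1 lower gene at 12 weeks and none at 18 weeks or in both. IGF2BP3 (XLOC_015046) fell from 8.00 ± 2.53 CPM (SD, n = 10) at 6 weeks to 1.39 ± 0.644 CPM (SD, n = 10) at 18 weeks, a log2FC of -2.52 (SE 0.235, FDR = 2.85e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IGF2BP1 (XLOC_021934) had a log2FC of -2.41 and CHAC1(1OF2) (XLOC_022297) of -2.18. A pair of loci that share one name, XLOC_005533 and XLOC_012028, had log2FC of -2.30 and -2.22, and reads could be split between them.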

A smaller number of transcripts showed decreased expression across retinal ageing, with 17 genes having decreased transcript expression between 6‐ and 12‐week‐old and 83 genes between 6‐ and 18‐week‐old retinas, of which 12 genes were shared across age comparisons (log_2_FC <1 and FDR <0.05; Figure 1c). A heatmap and table including all differentially expressed transcripts across retinal ageing are provided in Figure S1 and Table S1. 

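The comparison of 18 with 6 weeks gave 467 differentially expressed genes, that of 12 with 6 weeks 70, and that of 18 with 12 weeks 143. At 18 against 12 weeks, 36 genes were higher and 107 lower. Of the 183 genes higher at 18 than at 6 weeks, 29 were also higher than at 12 weeks, and of the 284 lower genes, 78 were also lower than at 12 weeks. Without a limit on log2FC, 1952 genes were higher and 2124 lower at 18 than at 6 weeks at an FDR under 0.05.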

We focused on genes changing in expression between 6‐ and 18‐week‐old samples for subsequent analyses, as these data highlighted the greatest age‐associated transcriptional disparity.

**FIGURE 1:**
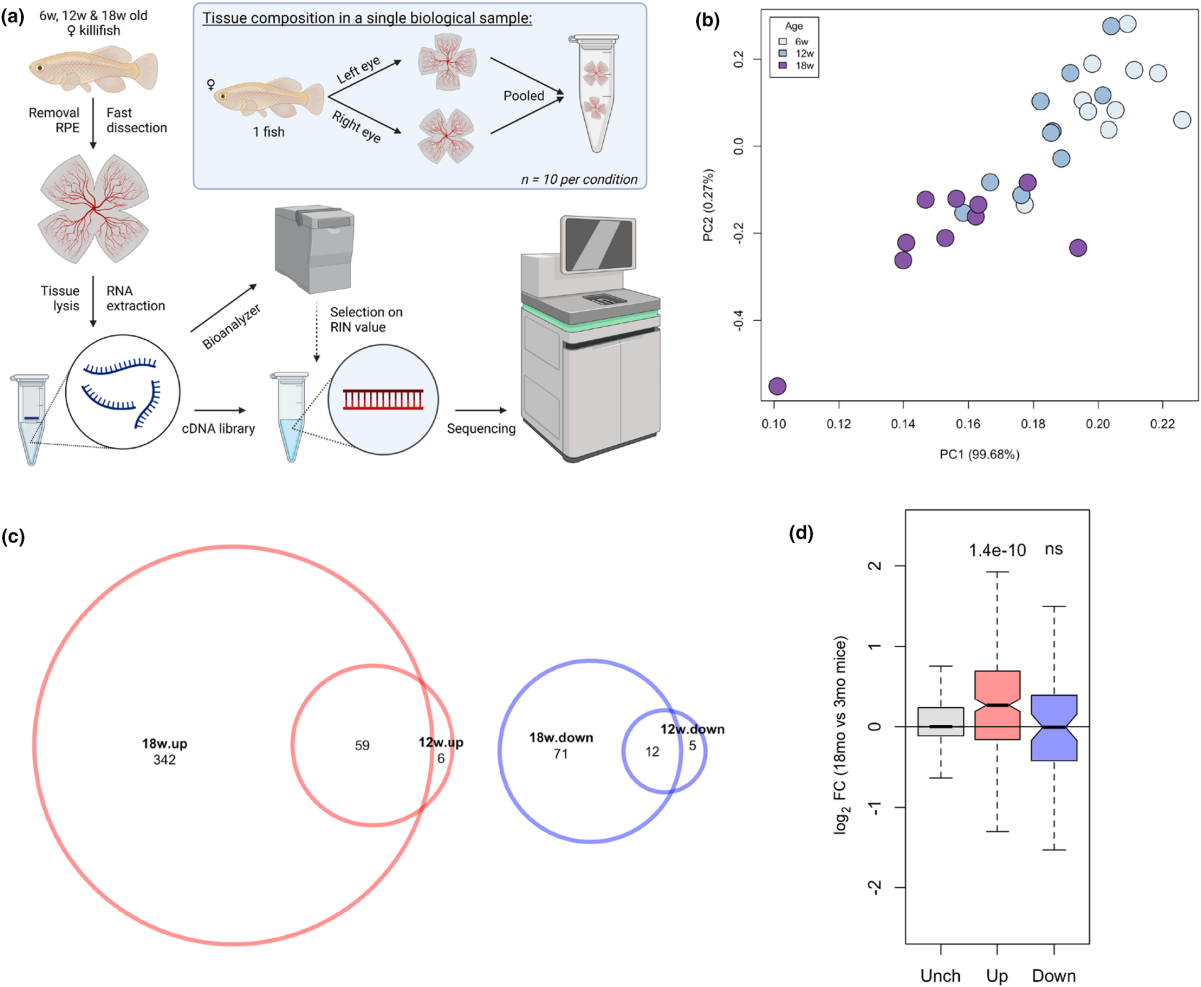
Killifish retinas have age‐related changes in gene expression. (a) Bulk RNAseq experimental setup. Created with BioRender.com. (b) Principal component analysis of 6 (young), 12 (middle‐aged) and 18 weeks of age (old) individual RNAseq samples showing age‐related variance in transcriptome across samples (*n* = 10). (c) Venn diagrams depicting up‐ (red) and down‐regulated (blue) genes between young, middle‐aged, and aged retinas. More upregulated genes than downregulated were identified with age. Differentially expressed genes were identified using following thresholding criteria: FDR ≤0.05 and |log_2_FC| ≥ 1. (d) Boxplots representing the age‐dependent fold change of transcript expression of mouse orthologs (Xu et al., 2022) to up, down, and unchanged sets of differentially expressed killifish genes. The killifish unchanged (grey) and upregulated (red) genes show a similar expression trend as in the ageing mouse retina. This is not observed for the downregulated genes (blue) (Wilcoxon rank‐sum test). FC, fold change; mo, months; ns, not significant; PC, principal component; RIN, RNA integrity number; RPE, retinal pigment epithelium; Unch, unchanged; w, weeks.

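With TMM factors, 39.2% of the 467 genes called at 18 against 6 weeks were higher, and with library size alone 82.5% of 645. At 12 against 6 weeks these shares were 67.1% of 70 genes and 84.3% of 89. Scaling to library size alone moved the median log2FC of all tested genes at 18 against 6 weeks from 0.02 to 0.32. RLE factors gave 38.6%, upper-quartile factors 38.7% and DESeq2 39.8% higher genes at 18 weeks. From its own counts of genes, the paper states that more genes were upregulated than downregulated with age.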

We next compared our dataset to published mouse ageing retinal transcriptomes (3 vs. 18 months old (Xu et al., 2022)) to investigate the similarities between killifish and mammalian retinal ageing. Genes with increased expression during killifish retinal ageing showed a similar trend to their mouse orthologs (Figure 1d). In contrast, genes that decreased in the ageing killifish dataset did not show consistency with the mouse findings. As many genes identified as downregulated in the killifish retina were RPE‐related genes, such as *rpe65a*, *tyr*, and *pmelb* (Table S1), some downregulated genes may be the technical artifact of RPE removal. 

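Retinal pigmented epithelium (RPE) genes were lower at 18 than at 6 weeks. rpe65a (XLOC_015316) fell from 553 ± 121 CPM (SD, n = 10) to 194 ± 64.8 CPM (SD, n = 10), with a log2FC of -1.51 (SE 0.238, FDR = 8.22e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). tyr (XLOC_011651) had a log2FC of -1.42 (SE 0.299, FDR = 0.000437 from the same edgeR test) and pmelb (XLOC_020906) of -1.64 (SE 0.222, FDR = 6.78e-07 from the same edgeR test). Of a list of 14 RPE marker loci, 12 were lower past both thresholds, and the list had a median log2FC of -1.43 (limma's camera with a preset correlation, FDR = 2.63e-08). Adjusted over the list alone, 12 of the 14 had an FDR under 0.05, but the study picked 8 of them on these samples, so that this is not independent evidence. The list also had an adjusted p of 9.68e-05 under fry, and of 0.188 when camera estimated the correlation. RGRA (XLOC_007643) and BEST1 (XLOC_019156) did not change, with log2FC of 0.11 and 0.00. From such genes the paper proposes that some downregulated genes are an artifact of RPE removal.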

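An RPE score was taken as the mean log2 CPM of the 14 RPE marker loci in each fish. It was 5.44 ± 0.27 (SD, n = 10) at 6 weeks, 4.72 ± 0.767 (SD, n = 10) at 12 weeks and 4.15 ± 0.390 (SD, n = 10) at 18 weeks. The ranges were 4.93 to 5.75 at 6 weeks, 3.35 to 5.90 at 12 weeks and 3.57 to 4.79 at 18 weeks, so that all 18-week fish lay below the lowest 6-week fish.

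**Figure D3:**
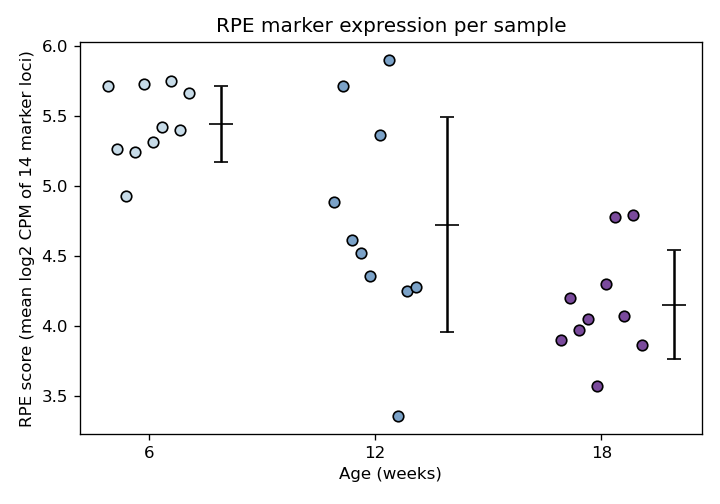
Mean log2 CPM of 14 RPE marker loci in each fish, by age in weeks. Points are the 10 fish of each age, and the bar with whiskers beside them is the mean ± SD, which falls from 5.44 at 6 weeks to 4.15 at 18 weeks.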

We observed that young killifish have higher RPE adherence to the neural retina than old killifish, making it more challenging to physically remove the RPE, potentially suggesting age‐related differences in the interaction between photoreceptors and RPE. As a result, relative RPE cell numbers and their transcriptional signatures may be higher in datasets from young animals, resulting in an artifactually perceived downregulation of RPE‐related genes with ageing. Therefore, definitive conclusions concerning RPE‐related genes cannot be drawn here. 

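With the RPE score as a covariate in the edgeR fit, 230 genes were higher and 208 lower at 18 than at 6 weeks. The score falls with age, so that this fit also takes up a part of the age effect. Of the 272 lower genes outside the RPE list, 125 were also called lower with the score in the fit, and of the 183 higher genes, 121 were also called higher.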

Gene ontology (GO) term analysis of our upregulated gene dataset revealed pathway enrichments related to oxidative stress (GO:0051775, GO:0034599, and GO:0006979), metabolism (GO:0042572 and GO:0031325), and inflammation (GO:0090025 and GO:0043368); these findings coincide with those of the aged murine retinal transcriptome for pathways correlated to oxidative stress and inflammatory responses (Xu et al., 2022), which had age‐related changes in similar categories. See Table S2 for a list of the GO categories for all up‐ and down‐regulated biological processes and molecular functions.

We sought to first validate important processes associated with CNS ageing as well as killifish retinal ageing hallmarks that were previously identified using histological analyses (Mattson & Arumugam, 2018; Vanhunsel et al., 2021). We looked at genes involved in oxidative stress, gliosis, inflammageing, and cellular senescence. Oxidative stress occurs due to the accumulation of reactive oxygen species and is a prominent driver of progressive loss of tissue function during ageing (Liguori et al., 2018). We observed increased transcript levels for the oxidative stress response genes *pdk4* (log_2_FC = 1.16, *p*‐value = 4.98E‐12, FDR = 1.81E‐10) and *slc7a11* (log_2_FC = 1.48, *p*‐value = 6.25E‐15, FDR = 3.62E‐13) in the aged killifish retina (Figure 2a) (Gao et al., 2022; Yan et al., 2023). Furthermore, we detected increased transcript levels for the genes *tgfb3* (log_2_FC = 1.04, *p*‐value = 1.54E‐11, FDR = 5.10E‐10) and *rlbp1a* (log_2_FC = 1.03, *p*‐value = 3.31E‐15, FDR = 2.05E‐13), known to be related to gliosis (Conedera et al., 2021) and Müller glia homeostasis (Vázquez‐Chona et al., 2009), respectively (Figure 2a). 

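pdk4 (XLOC_014437) was at 6.1 ± 1.9 CPM (SD, n = 10) at 6 weeks and 11.0 ± 2.96 CPM (SD, n = 10) at 18 weeks, a log2FC of 0.85 (SE 0.180, FDR = 0.000431 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the log2FC threshold. slc7a11, listed as CU571169.1 (XLOC_005651), rose from 3.21 ± 1.67 CPM (SD, n = 10) to 7.41 ± 1.66 CPM (SD, n = 10), a log2FC of 1.19 (SE 0.222, FDR = 0.000101 from the same edgeR test). In each gene, 8 of the 10 18-week fish lay above all 6-week fish. With library size alone, the log2FC were 1.16 and 1.48, which puts pdk4 past the threshold. Of the 23 genes that the paper names from these data, 21 had an FDR under 0.05 over all genes tested. Adjusted over the list alone, the number was also 21. This is not independent evidence, because the study chose most of them on these samples. Past both thresholds were 11, against 18 with library size alone. The 23 include cdkn1a, cdkn1b, mapta, appa and tardbp, which the paper reports as unchanged. Of these, cdkn1b, appa and tardbp were among the 21. None of the genes reported as unchanged was past both thresholds with either scaling.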

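tgfb3 rose at the locus named TGFB3(2OF2) (XLOC_009644), from 10.2 ± 2.27 CPM (SD, n = 10) at 6 weeks to 17.1 ± 2.91 CPM (SD, n = 10) at 18 weeks, a log2FC of 0.74 (SE 0.131, FDR = 5.35e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other locus of that name, TGFB3(1OF2) (XLOC_022753), fell, with a log2FC of -0.35 (SE 0.125, FDR = 0.0328 from the same edgeR test). This fall was past the FDR threshold in 13 of the 20 fits that each left out 1 fish, with an FDR of up to 0.0670 without 6-week fish 6 in the same edgeR test, and was -0.04 when scaled to library size alone (FDR = 0.800 from the same edgeR test). RLBP1A (XLOC_009329), the name given in Fig. 2a, rose from 509 ± 34.1 CPM (SD, n = 10) to 838 ± 94.7 CPM (SD, n = 10), a log2FC of 0.72 (SE 0.0743, FDR = 2.58e-09 from the same edgeR test), and all 10 18-week fish lay above all 6-week fish. Both rises were past the FDR threshold and under the log2FC threshold, and with library size alone they were 1.04 and 1.03. A pair of loci named RLBP1B fell, XLOC_019050 with a log2FC of -1.34 (FDR = 0.000132) and XLOC_002898 with a log2FC of -0.77 (FDR = 0.0359), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The fall of XLOC_002898 was past the FDR threshold in 12 of the 20 fits that each left out 1 fish, with an FDR of up to 0.0760 without 6-week fish 10 in the same edgeR test, and was -0.45 when scaled to library size alone (FDR = 0.171 from the same edgeR test). Table S5 lists the rlbp1a probe under the gene identifier that the deposited annotation pairs with XLOC_002898. Names shared by several loci leave the assignment of reads between them uncertain.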

Glia become reactive in response to stress/injury, a process referred to as gliosis that is defined by morphological and gene expression changes (Bringmann et al., 2009; Seitz et al., 2013). Using immunohistochemistry (IHC), we correlated the increased *rlbp1a* transcript expression with an appreciable rise in Rlbp1 staining in aged retinas, where signal intensity visually increased within cells exhibiting Müller glia morphology. Furthermore, we observed expansion and elaboration of Müller glia morphology based on Rlbp1 labelling (Figure 2b, Figure S2). This glia hypertrophy was confirmed by immunolabelling for the Müller glia marker glutamine synthetase (GS) (Figure 2c). This persistent activation phenotype in Müller glia might alter their physiological homeostatic function resulting in impaired support of retinal neurons (Bringmann et al., 2006; Nag, 2023; Reichenbach & Bringmann, 2013; Telegina et al., 2018). Additionally, activated Müller glia can alter their expression pattern favouring a pro‐inflammatory secretory phenotype (Bringmann et al., 2009; Clarke et al., 2018; Eastlake et al., 2016), that may further affect neuronal integrity and functioning. Furthermore, the aged immune system is known to undergo inflammageing, where it alters cell number, morphology, and secretory profile (Godbout & Johnson, 2009; Vanhunsel et al., 2021). Our bulk RNAseq data revealed an upregulation of inflammageing markers such as *nfkb2* (log_2_FC = 1.07, *p*‐value = 4.78E‐10, FDR = 1.174E‐8) and *apoeb* (log_2_FC = 1.99, *p*‐value = 8.01E‐49, FDR = 6.09E‐46) in old retinas (Figure 2a) (García‐García et al., 2021; Godbout & Johnson, 2009). 

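apoeb (XLOC_011195) rose from 106 ± 29.6 CPM (SD, n = 10) at 6 weeks to 341 ± 61 CPM (SD, n = 10) at 18 weeks, a log2FC of 1.69 (SE 0.172, FDR = 1.92e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was at 344 ± 149 CPM (SD, n = 10) at 12 weeks. nfkb2 (XLOC_008340) was at 5.82 ± 2.10 CPM (SD, n = 10) at 6 weeks, 14.1 ± 4.59 CPM at 12 weeks and 9.9 ± 3.2 CPM at 18 weeks. Its log2FC was 1.28 at 12 weeks (FDR = 5.3e-05 from the same edgeR test) and 0.77 at 18 weeks (SE 0.198, FDR = 0.00302 from the same edgeR test), under the log2FC threshold. With library size alone the log2FC of nfkb2 at 18 weeks was 1.07, past the threshold.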

Assessments using in situ hybridization chain reaction (HCR) for *apoeb* highlighted a visible increase in the amount of *apoeb*‐positive cells in the aged retina as well as differences in morphology between 6 and 18 weeks (Figure 2d). We confirmed that *apoeb* labelled immune cells using IHC for the pan‐leukocyte marker L‐plastin (Figure 2e). Thus, we observed increased oxidative stress levels as well as Müller glia and microglia reactivity in the aged killifish retina, consistent with previous reports (Vanhunsel et al., 2021). However, unlike our previous study characterizing senescence markers (*cdkn1a/*p21 and *cdkn1b/*p27) by quantitative reverse‐transcription PCR, we did not observe significant transcriptional changes for these genes between young and old neural retinas in the bulk RNAseq (Figure 2a).

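cdkn1a (XLOC_016164) was at 39.6 ± 13.9 CPM (SD, n = 10) at 6 weeks and 35.0 ± 9.37 CPM (SD, n = 10) at 18 weeks, a log2FC of -0.18 (SE 0.183, FDR = 0.483 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which with library size alone was 0.11. cdkn1b (XLOC_019065) was at 15.2 ± 4.05 CPM (SD, n = 10) and 22.2 ± 7.86 CPM (SD, n = 10), a log2FC of 0.54 (SE 0.172, FDR = 0.0169 from the same edgeR test), past the FDR threshold and under the log2FC threshold.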

**FIGURE 2:**
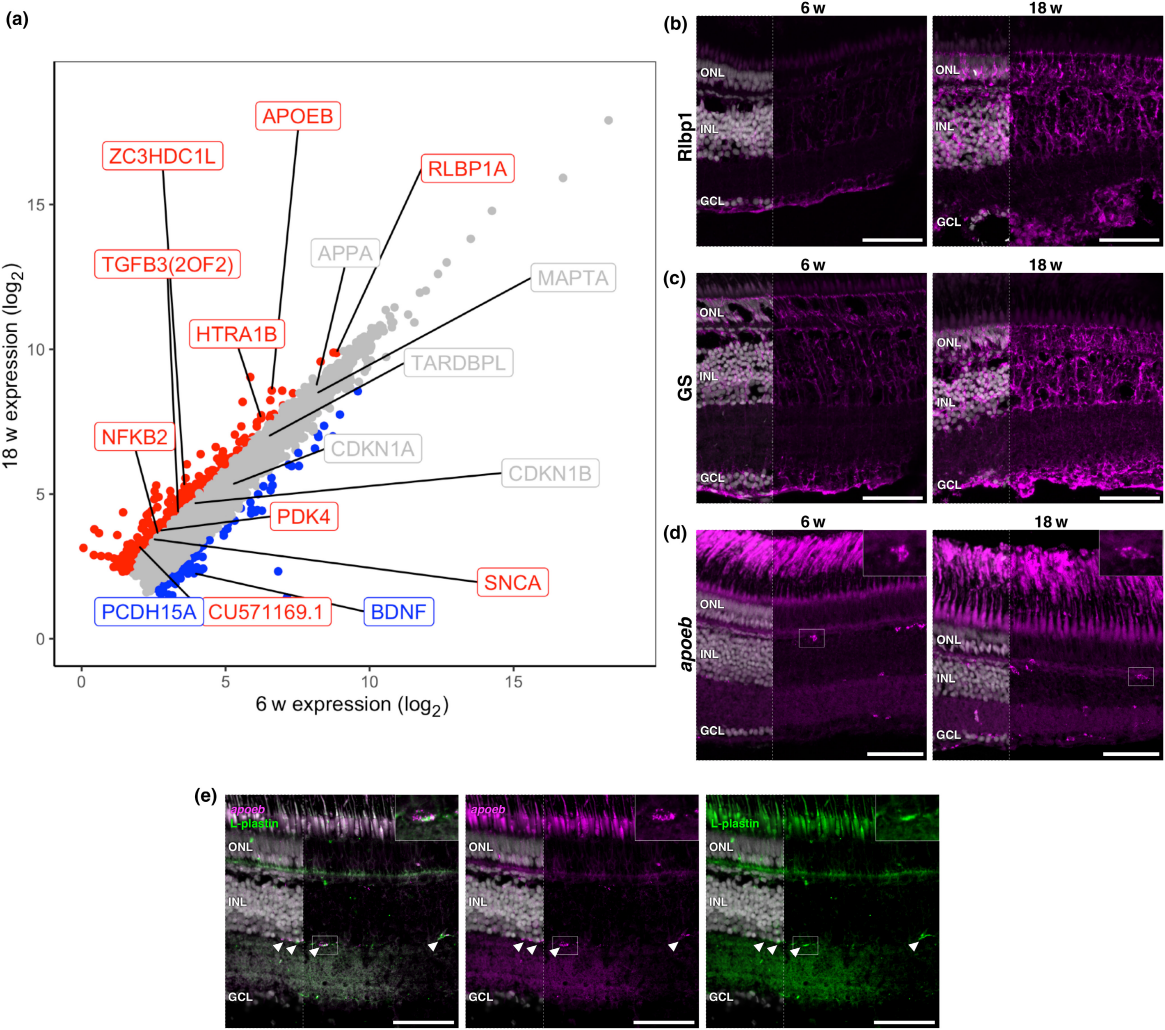
Aged killifish retinas show signs of gliosis, inflammageing, and neurodegeneration detected by bulk RNAseq. (a) Scatter plot showing mean expression of all genes detected by bulk RNAseq across 6 w and 18 w samples. The different colours denote genes that passed FDR and FC thresholds (FDR <0.05 and |log_2_FC| ≥ 1). Genes that are not significantly changed are shown in grey; upregulated genes are in red; downregulated genes in blue. ZC3HDC1L = *optn*, CU571169.1 = *slc7a11*. (b) Staining for Rlbp1 shows a visual increase in Rlbp1 protein expression in aged retinas, corresponding to increased transcript expression in RNAseq. (c) Immunostaining of glutamine synthetase shows expansion of Müller glia cell morphology in 18‐week‐old retinas compared to 6‐week‐old retinas. (d) in situ HCR for *apoeb* in 6‐ and 18‐week‐old retinas highlight an increase in immune cells with age as well as changes in their morphology (insets), signs of inflammageing. (e) Microglia/macrophage‐specific labelling by *apoeb* is confirmed by antibody co‐labelling with the pan‐leukocyte marker L‐plastin (arrowheads). Merged images with nuclei shown in left third of image; remaining image is without nuclei. Scale bars = 50 μm. FC, fold change; FDR, false discovery rate; GCL, ganglion cell layer; GS, glutamine synthetase; HCR, hybridisation chain reaction; INL, inner nuclear layer; ONL, outer nuclear layer; unch, unchanged; w, weeks.

We next investigated whether retinal degeneration‐associated genes for human retinal diseases, such as glaucoma and AMD, were changing across age. While pathogenic *OPTN* variants are known to result in hereditary forms of glaucoma (Rezaie et al., 2002), increased *OPTN* levels are associated with neuroprotective processes (Markovinovic et al., 2018; Weil et al., 2018). 

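The locus named ZC3HDC1L (XLOC_004739), given as optn in Fig. 2a, rose from 12 ± 4.1 CPM (SD, n = 10) at 6 weeks to 34.2 ± 13.0 CPM (SD, n = 10) at 18 weeks, a log2FC of 1.51 (SE 0.261, FDR = 3.45e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 10 18-week fish lay above all 6-week fish. Another locus named OPTN (XLOC_005472) had a log2FC of 0.32 (SE 0.216, FDR = 0.275 from the same edgeR test), which when scaled to library size alone was 0.62 and past the FDR threshold (FDR = 0.0132 from the same edgeR test).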

Our dataset revealed an age‐related increase in *optn* transcript levels (log_2_FC = 1.79, *p*‐value = 4.36E‐33, FDR = 1.43E‐30; Figure 2a), but the effect of this increase remains elusive. Brain‐derived neurotrophic factor (BDNF) is important for neuronal homeostasis and survival (Azman & Zakaria, 2022; Lima Giacobbo et al., 2019). 

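The brain-derived neurotrophic factor locus bdnf (XLOC_013115) fell from 15.3 ± 6.19 CPM (SD, n = 10) at 6 weeks to 3.42 ± 1.12 CPM (SD, n = 10) at 18 weeks, a log2FC of -2.16 (SE 0.259, FDR = 6.46e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 10 18-week fish lay below all 6-week fish. Another locus named BDNF (XLOC_004753) had a log2FC of -0.39 (SE 0.222, FDR = 0.192 from the same edgeR test). Its second name is ntf3, while that of XLOC_013115 is bdnf, so that it may be another gene.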

We observed a decrease in *bdnf* (log_2_FC = −1.87, *p*‐value = 1.20E‐26, FDR = 2.66E‐24) expression with age (Figure 2a), which may result in a heightened risk of developing retinal pathology. Indeed, BDNF is of interest for treating neurodegenerative diseases such as glaucoma and is reduced in glaucomatous eyes (Gupta et al., 2014; Osborne et al., 2018). Variants in the *HTRA1* promoter and gene increase the risk for developing AMD (DeAngelis et al., 2008; Friedrich et al., 2015; Tam et al., 2008; Yang et al., 2006). Interestingly, Htra1 protein levels increased with age in the zebrafish retina and elevated *htra1* transcript levels were observed in a zebrafish photoreceptor degeneration model (Oura et al., 2018). 

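htra1b (XLOC_018128) was at 82.0 ± 23.0 CPM (SD, n = 10) at 6 weeks, 114 ± 27.8 CPM at 12 weeks and 175 ± 24.1 CPM (SD, n = 10) at 18 weeks. The log2FC at 18 weeks was 1.09 (SE 0.136, FDR = 1.44e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each of the 10 18-week fish was above the 6-week fish.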

The expression of *htra1b* increased (log_2_FC = 1.40, *p*‐value = 1.86E‐25, FDR = 3.71E‐23) in the aged killifish retina (Figure 2a), which may be indicative of photoreceptor dysfunction. 

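The pcdh15a locus XLOC_007695 fell from 6.1 ± 1.9 CPM (SD, n = 10) at 6 weeks to 2.30 ± 1.13 CPM (SD, n = 10) at 18 weeks, a log2FC of -1.40 (SE 0.236, FDR = 2.39e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 9 of the 10 18-week fish lay below all 6-week fish. Another locus of that name (XLOC_018820) had a log2FC of -0.56 (SE 0.201, FDR = 0.0311 from the same edgeR test). It was past the FDR threshold in 18 of the 20 fits that each left out 1 fish, with an FDR of up to 0.0705 without 6-week fish 2 in the same edgeR test, and was -0.26 when scaled to library size alone (FDR = 0.243 from the same edgeR test).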

Pathogenic variants in *PCDH15* cause Usher syndrome, a condition characterized by hearing and vision loss (Ahmed et al., 2001). *pcdh15a* expression decreased (log_2_FC = −1.11, *p*‐value = 7.06E‐8, FDR = 9.25E‐7) with age in the killifish retina (Figure 2a), which may also suggest degradation of photoreceptor health. Thus, genes known to be associated with retinal degeneration show age‐dependent expression changes in the killifish retina, highlighting the value of the killifish retina as an ageing model.

We next examined changes in expression of genes associated with degenerative disease, as pathological hallmarks of neurodegenerative disorders can also manifest within the retina (London et al., 2013; Veys et al., 2019). Interestingly, we observed increased transcript levels of the gene encoding alpha‐synuclein (*snca*), known to be a key player in Parkinson's disease and upregulated in the killifish brain (Matsui et al., 2019), in the aged killifish retina (log_2_FC = 1.13, *p*‐value = 1.28E‐10, FDR = 3.51E‐9; Figure 2a). In contrast, we did not observe differential expression of Alzheimer‐related genes *mapta* (encoding tau) or *appa* (encoding amyloid beta precursor protein), nor the frontotemporal dementia/amyotrophic lateral sclerosis gene *tardbp* (encodes Tdp‐43). This could indicate that features reported in the aged killifish brain, such as amyloid beta‐plaques and Tdp‐43 stress granules (Bagnoli et al., 2022; Bergmans, Raes, et al., 2023; de Bakker & Valenzano, 2023; Louka et al., 2022; Matsui et al., 2019), are not manifesting in the ageing killifish retina, although investigation at the protein level would be required to determine this.

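mapta (XLOC_018619) had a log2FC of 0.02 at 18 against 6 weeks (SE 0.0728, FDR = 0.846 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). appa (XLOC_012476) had a log2FC of 0.27 (SE 0.0946, FDR = 0.0298 from the same edgeR test), and TARDBPL (XLOC_021001), the tardbp locus of Fig. 2a, of 0.22 (SE 0.0716, FDR = 0.0192 from the same edgeR test). Without 18-week fish 1 the log2FC of appa was 0.15 and not past the FDR threshold (FDR = 0.0860 from the same edgeR test), and 16 of the 20 fits that each left out 1 fish were past it. When scaled to library size alone, mapta was at 0.33 and past the FDR threshold (FDR = 0.00250 from the same edgeR test), appa at 0.57 and TARDBPL at 0.52. Another locus named TARDBP (XLOC_016560) had a log2FC of -0.21 (SE 0.0849, FDR = 0.0632 from the same edgeR test), which with library size alone was 0.09 and which was past the FDR threshold in 3 of the 20 fits that each left out 1 fish. None of these 4 loci was past the log2FC threshold with either scaling.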

In conclusion, bulk RNAseq analysis of the aged killifish retina identified conserved age‐related changes in genetic pathways associated with retinal ageing and neurodegenerative disease.

### 2.2 scRNAseq catalogues all cell types in the killifish retina

Age‐associated retinal diseases, including AMD and glaucoma, selectively impact individual cell types leading to their progressive loss. This is likely the result of a complex interplay between genetics and the environment, as disease risk‐associated variants are not wholly restricted to genes expressed only in cell type(s) primarily affected by disease pathology and can underlie different diseases in a variant‐specific manner. For instance, *OPTN* is not only expressed in retinal ganglion cells, but is also found in a subset of retinal interneurons, the brain, and non‐neural tissues such as the heart (Kroeber et al., 2006; Rezaie & Sarfarazi, 2005). However, glaucoma‐associated disease variants lead to retinal ganglion cell death (Rezaie et al., 2002). One hypothesis is that the ageing process and related stresses causes asymmetric alterations in gene regulation across cell types. Alternatively, ageing may manifest as a more general process, resulting in global changes in gene expression across all cell types, with environmental factors contributing to disease onset and/or severity. To investigate how gene expression changes across retinal ageing affect transcript expression within individual cell types, we performed scRNAseq age‐matched to the bulk RNAseq experiments (Figure 3a). 10× Genomics 3′ sequencing was performed on the three age groups with two biological replicates per age (6‐, 12‐, and 18‐week‐old animals), capturing 37,243 cells across the ages with an average transcript count of 3311 ± 2672 per cell (Figure S3).

**FIGURE 3:**
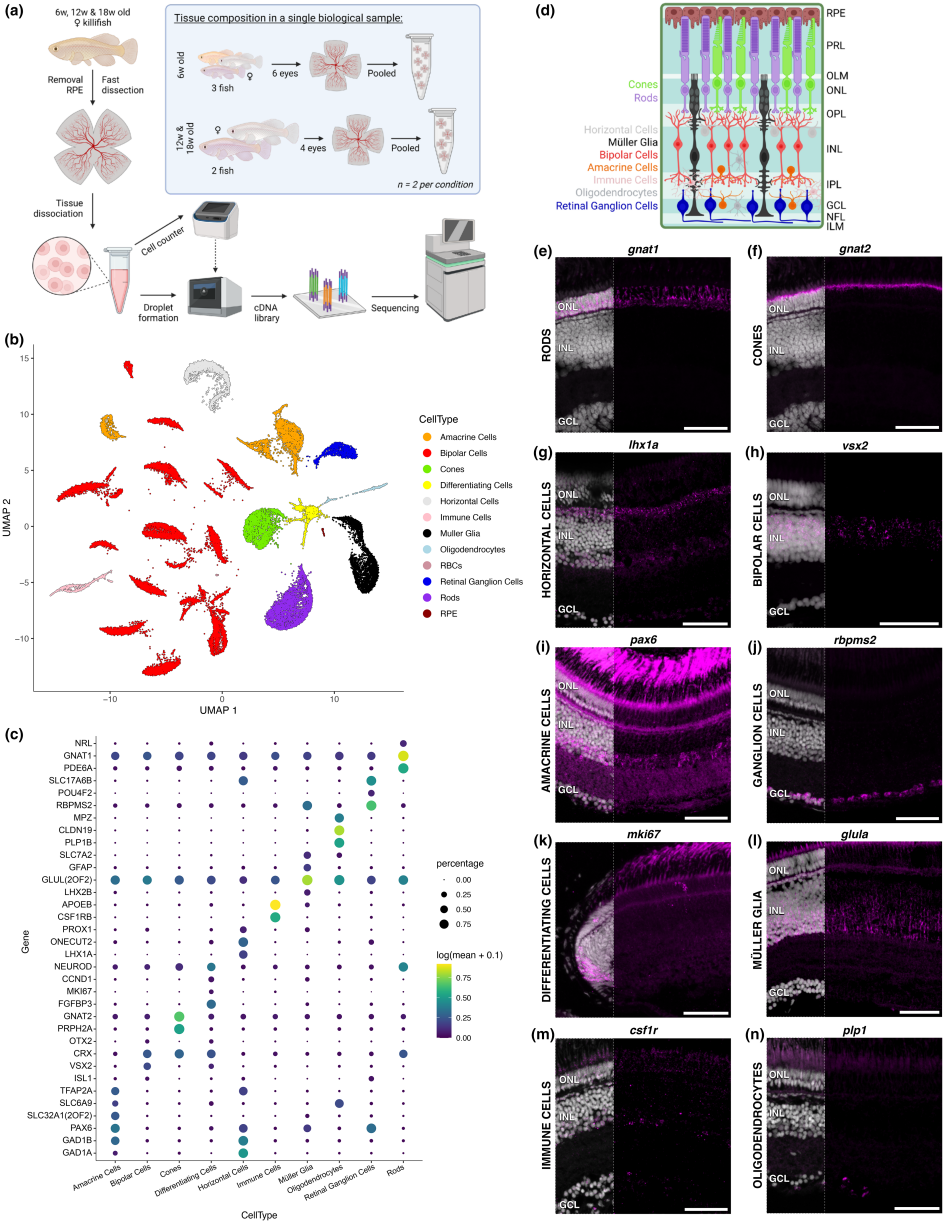
scRNAseq identifies neuronal and glial cell types within the killifish retina. (a) scRNAseq experimental setup. Created with BioRender.com. (b) UMAP dimension reduction of the retina scRNAseq dataset with clusters coloured by annotated retinal cell type. (c) Dot plot showing the specificity of marker genes within individual retinal cell types. The size of the dot represents the percentage of cells within the population expressing transcripts for the gene, while the colour indicates the average expression across individual cells. (d) Schematic representation of the cell types identified in the killifish retina and where they reside within the retinal architecture. Cell types are coloured‐coded to the UMAP in (b). Created with BioRender.com. (e–n) Spatial validation of cell type marker genes via in situ HCR confirms the identification for every retinal cell type. Merged images with nuclei shown in left third of image. Scale bars = 50 μm. GCL, ganglion cell layer; HCR, hybridisation chain reaction; ILM, inner limiting membrane; INL, inner nuclear layer; IPL, inner plexiform layer; NFL, nerve fibre layer; OLM, outer limiting membrane; ONL, outer nuclear layer; OPL, outer plexiform layer; PRL, photoreceptor layer; RBC, red blood cell; RPE, retinal pigment epithelium; UMAP, uniform manifold approximation and projection; w, weeks.

Dimension reduction resulted in discrete clustering of cell populations (Figure 3b, Figure S3b). Each cluster was comprised of cells from each biological replicate and timepoint except for clusters 23 and 29 (28 and 27 cells, respectively; Figure S3c). Known marker genes for major cell classes were used to distinguish retinal cell types, including cone photoreceptors (*gnat2*), rod photoreceptors (*nrl* and *rho*), horizontal cells (*lhx1a*), bipolar cells (*vsx2*), Müller glia (*lhx2b* and *aqp1a.1*), amacrine cells (*tfap2b* and *pax6*), and retinal ganglion cells (*pou4f2* and *gap43*) (Figure 3b,c, Figure S4). We also observed clusters containing immune cells (microglia/macrophages; *aif1*, *c1qc*), red blood cells (*Nfu_p_1_007730*, encoding haemoglobin subunit alpha A), and RPE cells (*rpe65*) (Figure S5), as well as a cluster containing cells marked by proliferative markers (*ccnd1*) and markers of retinal neurogenesis (*neurod*; differentiating cells) (Figure 3b, Figure S4). All cell type identities were maintained across ageing, and while there may be shifts in cell proportion between the samples investigated, we did not observe substantial age‐dependent loss of individual cell types (Figure S3d). Previous morphological studies on killifish retina found that there was an age‐related increase in immune cells and a decrease in stem cells/differentiating cells (Vanhunsel et al., 2021). The cell proportions estimated from the scRNAseq results coincide with these findings (Figure S3e)—however, capture efficiency biases of individual cell types cannot be ruled out. Notably, GO term analysis of the bulk RNAseq dataset also unveiled negative regulation of cell population proliferation (GO:0008285) (Table S2), which together with a decline in stem cells might suggest adverse implications for neuronal regeneration in the aged killifish retina.

Cell type cluster markers (neurons, glia, and immune cells) were validated on tissue using in situ HCR (Figure 3e–n), (Figure S6a–i), confirming the basic vertebrate retinal architecture (Figure 3d). Briefly, the retina is comprised of three nuclear layers: the outer nuclear layer (ONL), inner nuclear layer (INL), and ganglion cell layer (GCL), separated by synaptic layers, the outer and inner plexiform layers (OPL and INL) (Yamagata et al., 2021). General photoreceptor markers (*crx*) (Figure S6a) and photoreceptor subtype‐specific labelling for rods (*gnat1* and *nrl*) (Figure 3e, Figure S6b) and cones (*gnat2*) (Figure 3f) were confined to the outer retina, with rod nuclei sitting below cone nuclei. Horizontal (*lhx1a* and *tfap2a*) (Figure 3g, Figure S6c), bipolar (*vsx2* and *otx2*) (Figure 3h, Figure S6d), and amacrine (*pax6* and *slc32a1b*) (Figure 3i, Figure S6e) cells were observed in the INL and localized to their specific sublayers: the apical INL, dispersed throughout the INL, and along the basal INL, respectively. Retinal ganglion cells in the GCL were labelled with markers *rbpms2* and *slc17a6b* (Figure 3j, Figure S6f). Differentiating cells, marked by *stmn1a, fgfb3*, and *mki67* (Figure 3k, Figure S6g), were present in the ciliary marginal zone, the neurogenic niche at the retinal periphery. Müller glia (*glula* and *rlbp1a*) showed characteristic radial fibre morphology with their nuclei confined to the INL (Figure 3l, Figure S6h), while *gfap* signal was restricted to their end feet (Figure S6h). Immune cells, marked by *csf1r*, lined the IPL (Figure 3m), as expected for resting microglia (Murenu et al., 2022). Notably, in contrast to mammals, we identified oligodendrocytes (*plp1b* and *cldn19*), highly abundant in the optic nerve head (Figure S6i) and sparsely distributed throughout the retina in the GCL (Figure 3n, Figure S6i) and the INL (Figure S6i) (Nakazawa et al., 1993; Santos‐Ledo et al., 2023).

For retinal cell types showing heterogeneous clustering in the UMAP, we identified and validated markers that distinguished subtypes when subclustering resolution permitted. We further investigated the expression of subcluster marker genes in the other identified cell types (Figure S7). We subclustered cone photoreceptors into L/M, S, and UV cones (Figure 4a,b). L and M cones are often physically fused as double cones in fishes (Siebeck et al., 2014), preventing effective dissociation and likely resulting in the mixed L/M cluster. S and UV cones labelled for *arr3b* and L/M cones labelled with *arr3b* via in situ HCR, showing similar *arr3* orthologue expression patterns as in zebrafish (Renninger et al., 2011). Two major horizontal cell classes were delineated, namely *isl1‐*positive *and lhx1a‐*positive horizontal cells (Figure 4d,e) in situ HCR for *barhl2*, a gene highly enriched in the *lhx1a*‐positive horizontal cell subcluster, labelled horizontal cells as well as cells within the INL amacrine sublayer and the GCL (Figure 4f), as expected from our scRNAseq dataset (Figure S7b). Subclustering of the bipolar cell population led to the identification of 26 clusters, highlighting the heterogeneity of this cell type within the killifish (Figure 4g,h). Labelling of cohorts of bipolar subclusters using *nxph1* and *dmbx1b* showed an apical to basal localisation within the INL, respectively (Figure 4i). Finally, subclustering of the amacrine cell population revealed four major amacrine types: glycinergic, GABAergic/parvalbumin, GABAergic, and starburst (Figure 4j,k). These amacrine cell types were spatially validated using in situ HCR for *slc6a9*, *pvalb5*, *gad2*, and *chata*, respectively (Figure 4l). Additional markers for glycinergic amacrines (*lamp5* and *tcf4*) are provided in Figure S6e. Interestingly, a visually appreciable difference in cell density could be observed for the amacrine subtypes, where parvalbumin and starburst amacrine cells seem less prevalent compared to GABAergic and glycinergic amacrines. Of note, we were also able to identify displaced starburst amacrines in the GCL (Figure 4l).

**FIGURE 4:**
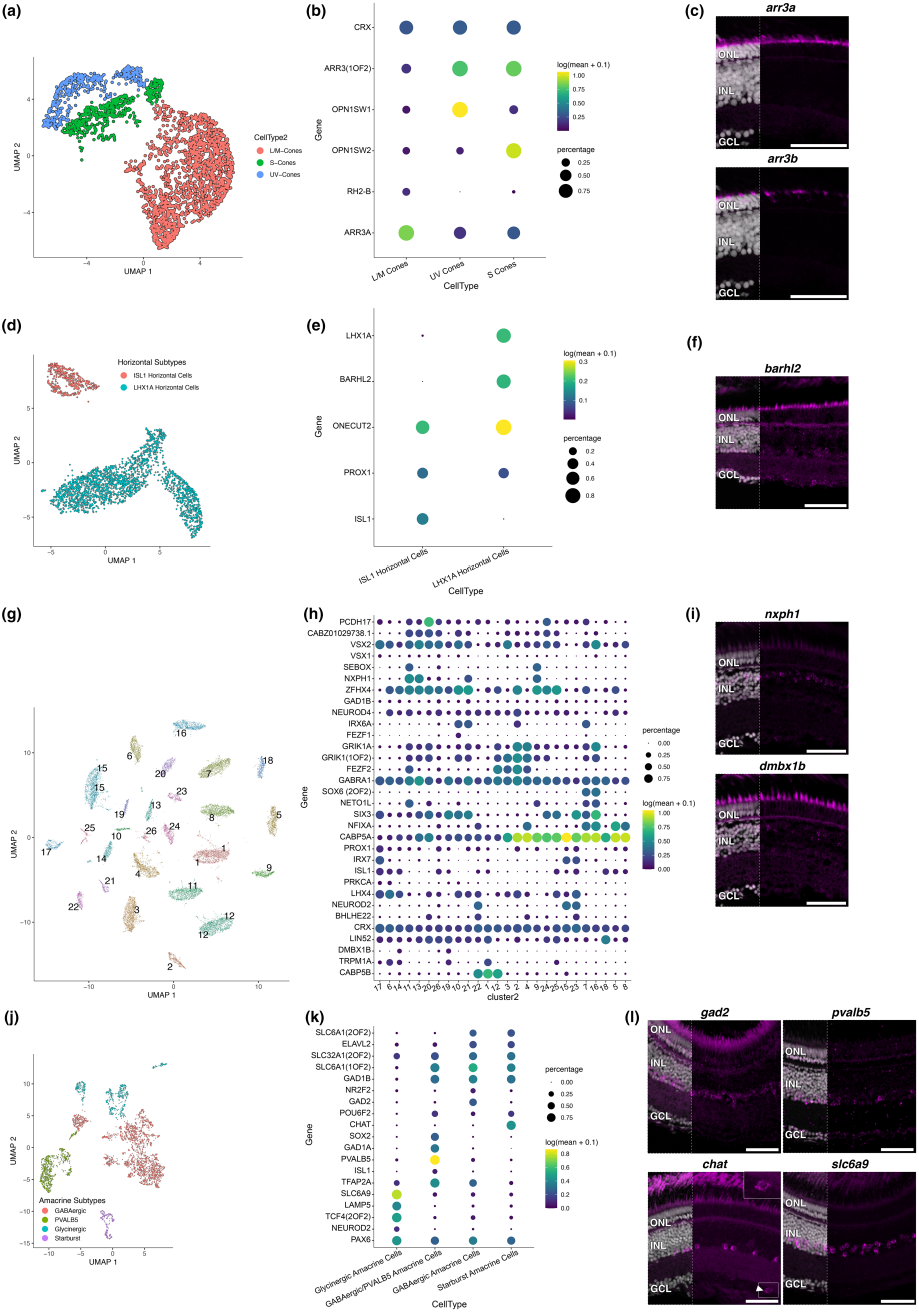
Validation of cell subtypes for specific killifish retinal populations. UMAP dimension reduction shows the subclustering of the photoreceptors (a), horizontal cells (d), bipolar cells (g), and amacrine cells (j). Cell type‐specific markers are shown as dot plots (b, e, h, k). Dot size shows the percentage of cells expressing the marker gene while the colour indicates the mean transcript expression. in situ HCRs of subtype markers for photoreceptors (c), horizontal cells (f), bipolar cells (i), and amacrine cells (l) distinguish specific retinal cell subtypes. A displaced starburst amacrine (*chat+*) is highlighted with an inset box and arrowhead (l). Merged images with nuclei shown in left third of image. Scale bars = 50 μm. GCL, ganglion cell layer; HCR, hybridisation chain reaction; INL, inner nuclear layer; ONL, outer nuclear layer; UMAP, uniform manifold approximation and projection.

In conclusion, we have generated the first molecular survey of the cellular heterogeneity of the killifish retina, identifying all major cell classes typical of a vertebrate retina.

### 2.3 Integration of bulk and single‐cell RNAseq reveals cellular specificity and age‐related dysregulation of retinal gene expression

We confirmed the robustness of the age‐dependent transcriptomic signatures across RNA profiling techniques through comparisons of gene expression changes from the bulk RNAseq within the scRNAseq data (Figure S8). The upregulated and unchanged gene sets detected by bulk RNAseq showed similar age‐dependent expression changes in the scRNAseq dataset, although this was not observed for the downregulated genes (Figure S8a,c).

Next, we sought to examine the cell‐type specificity of the age‐dependent differentially expressed transcripts identified in our bulk RNA‐sequencing experiments through integration of the bulk and scRNAseq dataset (Figure 5a, left; Figure S9a, left). A significant fraction (more than half) of the age‐dependent, downregulated transcripts from the bulk RNAseq analysis displayed enriched expression within RPE cells (Figure S9). For the upregulated genes, nearly half of the genes showed glial/immune enrichment (Figure 5a, left); this is notable as these cell types represent less than a third of the cells in the single‐cell dataset and in the retina (Figure S3e). The aggregate of transcripts that increased expression with ageing were most highly expressed in glia and immune cells (Figure 5b).

**FIGURE 5:**
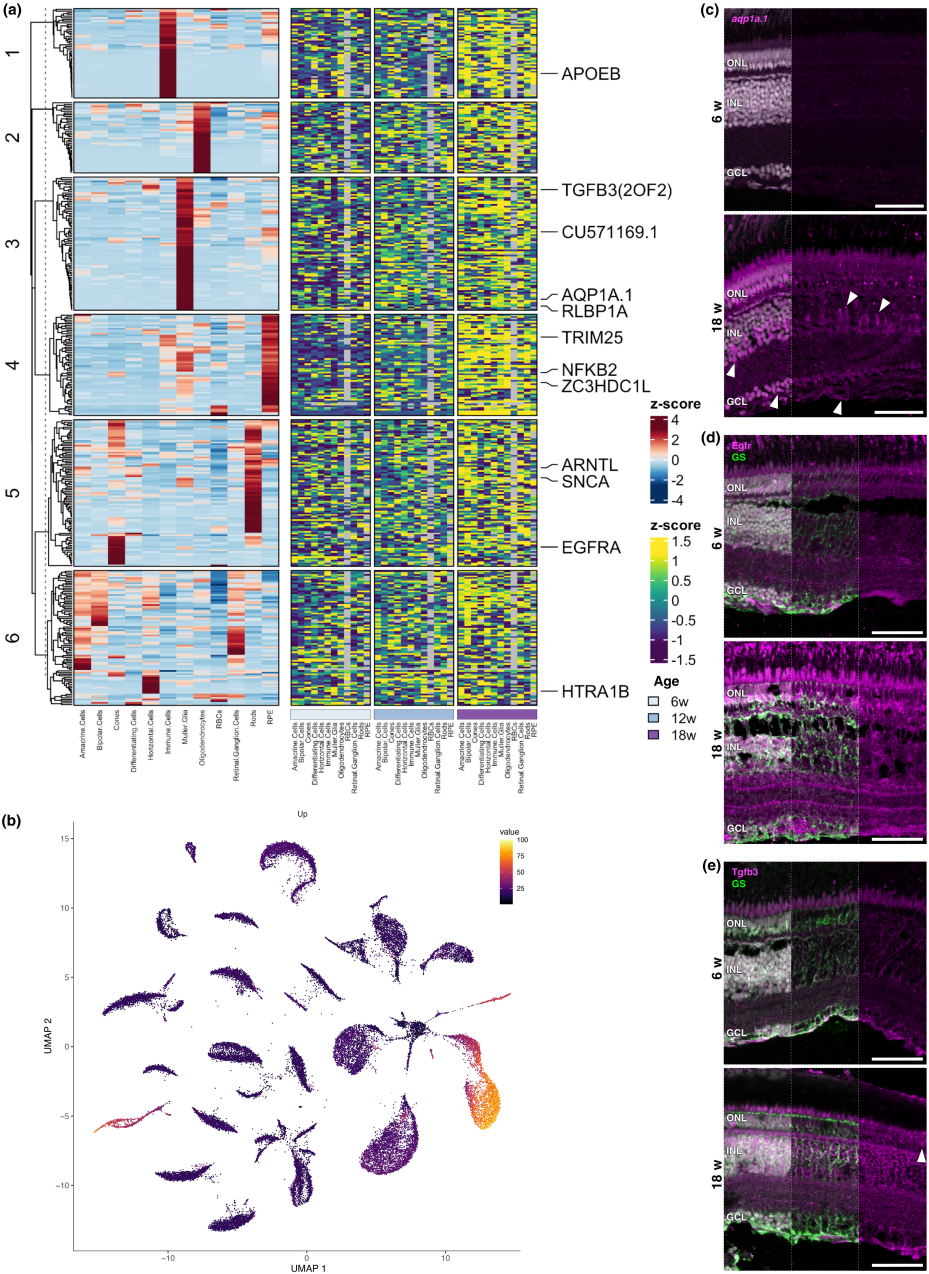
Killifish display age‐associated transcriptional dysregulation. (a) Heatmaps of data integrated from the bulk and scRNAseq. Genes that increase with age are typically expressed in a variety of retinal cell types, with roughly half of the transcripts displaying enriched expression within glial/immune cells (left). With age, the genes increase in expression across numerous cell types (right). Several genes of interest are highlighted. ZC2HDC1L = *optn*, CU571169.1 = *slc7a11*. (b) UMAP showing that the genes that increase with age are overall most highly expressed in Müller glia, immune cells, and oligodendrocytes. (c–e) Spatial validation of upregulated genes; total merge with nuclei shown in left third of image. (c) Transcript for the Müller glia enriched gene *aqp1a.1* is detected in many cell types at 18 weeks by in situ HCR, including ganglion cells and photoreceptors. (d) Immunolabelling for Egfr and GS shows that Egfr is primarily in Müller glia in young retinas. In old retinas there is increased Egfr in the GCL and nerve fibre layer. Middle: Egfr + GS merge without nuclei; right: Egfr only. (e) Antibody labelling for Tgfb3 and GS shows that Tgfb3 protein is restricted to Müller glia in young retinas but appears more globally expressed in old retinas. Middle: Tgfb3 + GS without nuclei; right: Tgfb3 only. Scale bars = 50 μm. GCL, ganglion cell layer; GS, glutamine synthetase; HCR, hybridisation chain reaction; INL, inner nuclear layer; ONL, outer nuclear layer; RBCs, red blood cells; RPE, retinal pigment epithelium; UMAP, uniform manifold approximation and projection; w, weeks.

As our scRNAseq dataset is age‐matched to bulk RNAseq samples, we plotted the relative expression of each gene within each cell type across time (Figure 5a, right; Figure S8a, right). Strikingly, for genes that showed expression highly enriched within specific cell types when evaluating the dataset as a whole (Figure 5a, left), we observed increased relative expression within many, if not all, retinal cell types of the aged killifish retina (Figure 5a, right). One prominent example was *trim25*. While its general expression is characteristic of immune and RPE cells (Figure 5a, left), in aged individuals all retinal cell types showed increased *trim25* transcript level as compared to their young counterparts (Figure 5a, right). Similarly, we observed that *snca* displayed enriched expression in rod photoreceptors (Figure 5a, left), but during ageing, relative *scna* expression increased in all other retinal cell types compared to their younger counterparts (Figure 5a, right). The Müller glia‐enriched gene *rlbp1a* (Figure 5a, left) displayed major dysregulation in 18‐week‐old retinas, with augmented expression in rods, cones, horizontal cells, Müller glia, retinal ganglion cells, differentiating cells, immune cells, and oligodendrocytes (Figure 5a, right). Of note, while we observed increased *rlbp1a* expression in atypical cell types at the transcript level, we did not observe this at the protein level; Rlbp1 antibody staining was confined to Müller glia in the neural retina and showed glial expansion at 18 weeks (Figure 2b). This discrepancy between Rlbp1 immunolabelling and *rlbp1a* transcript expression may be due to low expression levels in non‐Müller glia resulting in undetectable antibody labelling, or it could be due to a decoupling between translation and transcription processes. Conversely, *arntl* expression did not show a clear confinement to a single retinal cell type (Figure 5a, left), but displayed increased expression in amacrine cells, bipolar cells, cones, immune cells, and oligodendrocytes upon ageing. Notably, this transcriptional dysregulation shown for many of the upregulated transcripts was not prominently observed for downregulated genes (Figure S9a, right).

To validate the observed age‐dependent spatial alterations of genes across cell types, we performed in situ HCR or IHC to examine changes in localisation of selected genes. Aqp1 is associated with the oxidative stress response and the *aqp1a.1* transcript was enriched in Müller glia compared to the other cell types (Figure 5a, left). Upon ageing, transcript levels increased in multiple cell types (Figure 5a, right). In agreement, in situ HCR did not show appreciable *aqp1a.1* signal in 6‐week‐old retinas, presumably due to low expression, but in aged fish *aqp1a.1* expression appeared within Müller glia as well as in amacrine or retinal ganglion cells in the INL and GCL (Figure 5c). scRNAseq data confirmed a relative increase from 6 to 18 weeks of age of *aqp1a.1* expression in amacrine cells (1.24‐fold), Müller glia (1.69‐fold), and retinal ganglion cells (2.11‐fold). However, *aqp1a.1* expression displayed >100‐fold enrichment in Müller glia compared to other retinal cell types across the ages. Egfr is known to promote glial and progenitor cell proliferation (Yoo et al., 2021), but its transcript was overall most highly expressed in cone photoreceptors in our scRNAseq dataset (Figure 5a, left). Upon ageing, *egfr* transcripts showed increased levels in cones, differentiating cells, horizontal cells, Müller glia, and oligodendrocytes (Figure 5a, right). IHC for Egfr revealed induced protein expression across all retinal layers in aged retinas (Figure 5d), confirming our scRNAseq data. This dysregulated expression pattern was, however, not consistent for all genes. *tgfb3*, for instance, which was most enriched within Müller glia (Figure 5a, left), did not show a global increase in transcript expression across the retinal cell types, but rather a specific increase in rod photoreceptors and immune cells (Figure 5a, right). Nevertheless, Tgfb3 protein expression appeared to globally increase in aged killifish retina, including in the photoreceptor layer (Figure 5e). This discrepancy between our transcriptome data and IHC assessment might be due to transcriptional‐translational decoupling, which has been reported in the killifish brain (Kelmer Sacramento et al., 2020).

Altogether, our findings suggest a global age‐dependent phenotype at the transcriptional level. We observe that differentially expressed transcripts within bulk RNA‐seq experiments in aggregate, show consistent, age‐dependent upregulation across cell types (Figure S7). These transcripts retain cell type enrichment between young and aged cell types, but we begin to observe, for example, age‐dependent increases in glial‐enriched genes associated with oxidative stress and/or gliosis within aged neurons. We interpret these changes as an age‐dependent initiation of transcriptional dysregulation.

### 2.4 scRNAseq shows cell type‐specific transcriptome changes with age

To gain further insight into the age‐associated changes in transcriptome expression at the level of individual cell types, we performed differential expression analysis across the ageing time points within the major retinal cell types. We utilized the regression modelling in Monocle3 to determine transcripts that changed with age (with cut‐off: *q*‐value <1E‐5). While single‐cell differential analysis can have high false‐positive rates (Squair et al., 2021), we noted interesting cell type‐specific trends within the scRNAseq dataset (Table S3). The changes observed below are between 6‐ and 18‐week‐old animals.

For example, we noted a decrease in transcript levels of the *atp1b3b* gene in retinal ganglion cells (log_2_FC = −1.008, *q*‐value = 3,01E‐13). This gene encodes the sodium/potassium‐transporting ATPase subunit beta family b enzyme, which is essential in maintaining the electrochemical gradient across the cell membrane. Although ATP1B3 has not been directly linked to glaucoma, dysregulation of ion channel activity is known to disrupt ion balance within the retinal ganglion cells (Boal et al., 2023; Chen et al., 2013), leading to oxidative stress and apoptosis, both present in glaucomatous eyes (Ma et al., 2022). The decreased *atp1b3b* expression observed in aged killifish ganglion cells might thus indicate loss of cellular homeostasis and dysregulation of ion channel activity in retinal ganglion cells.

Interestingly, glial (Müller glia and oligodendrocytes) and immune cell populations exhibited similar transcriptional responses to age‐related stress. We observed increased transcript expression of *fkbp5* in Müller glia (log_2_FC = 1.257, *q*‐value = 9.75E‐80), immune cells (log_2_FC = 1.083, *q*‐value = 1.44E‐7), and oligodendrocytes (log_2_FC = 1.160, *q*‐value = 2.99E‐10). FKBP5 is an important modulator of stress responses through its binding to heat‐shock protein 90 (HSP90), and increased levels of FKBP5 have been described to lead to a prolonged stress response (Zannas et al., 2016). Notably, Müller glia also showed increased levels of *hsp90aa1.2* (log_2_FC = 0.497, *q*‐value = 1.07E‐8), another gene linked to stress responses (Zannas et al., 2016). As FKBP5 is an important co‐chaperone of the glucocorticoid receptor signalling pathway (Binder, 2009), and the subsequent stress response management, we also evaluated another regulatory player involved within this pathway, namely KLF9 (Gans et al., 2020). Interestingly, like in zebrafish (Gans et al., 2021), *klf9* showed synchronous upregulation (log_2_FC = 1.249, *q*‐value = 1.03E‐42) with *fkbp5* in aged killifish Müller glia.

Together, these data indicate that ageing‐associated transcriptional dysregulation occurs across all retinal cell types. We observe that numerous genes that function as stress response genes within glial and immune cell populations display upregulated expression, suggesting an influence for these cell types and transcripts for homeostatic management of stress responses or direct contributions to ageing phenotypes.

## 3 DISCUSSION

The aim of this study was to identify the molecular changes in the ageing killifish retina that underlie retinal ageing/disease phenotypes by utilizing transcriptomics. We observed age‐related transcriptome changes between 6‐, 12‐, and 18‐week‐old female killifish retinas. Male killifish show a distinct age trajectory compared to females, experiencing higher mortality rates earlier in life (Reichard et al., 2022). Therefore, male killifish were not included in this study to eliminate sex‐related variance within a single age group. However, by doing so, transcriptional differences resulting from biological sex during ageing cannot be addressed. Indeed, as African turquoise killifish possess a heteromorphic XY sex chromosome system, with males being heterogametic (Reichard et al., 2022; Štundlová et al., 2022), Y‐bound genes were not considered in this study. Therefore, comparing aged male and female killifish in future studies may be of interest. Our investigations revealed that the ageing killifish retina has dysregulation in pathways associated with oxidative stress, gliosis, and inflammageing, which were previously reported as hallmarks of brain ageing (Azam et al., 2021; Mattson & Arumugam, 2018). Additionally, increases in oxidative stress and inflammatory responses were corroborated by comparison to the ageing mouse retina, which had enrichment of similar cellular pathways (Xu et al., 2022). Interestingly, a previously published transcriptome study on the human and macaque retina also reported an age‐related increase in oxidative stress and inflammation (Yi et al., 2021). In contrast to the aged murine retina (Xu et al., 2022) and a previous histological study of ageing killifish retina (Vanhunsel et al., 2021), we did not observe increased senescence marker gene expression in the killifish retina at 18 weeks of age by bulk RNAseq. This may be because previous killifish studies showed high levels of senescence‐associated beta‐galactosidase signal in the RPE on histological preparations of 18‐week‐old retinas (Vanhunsel et al., 2021), a cell type that was removed during dissection in this study to focus on the neural retina. Further studies are required to understand the implications of senescence‐related pathways and other potential important age‐related changes of essential processes in RPE as it contributes to certain retinal diseases, such as AMD (Somasundaran et al., 2020). Notably, minor increases in beta‐galactosidase signal were previously detected in the neural retina of 24‐week‐old fish (Vanhunsel et al., 2021), suggesting the transcriptional dysregulation identified in our study may precede senescence‐associated phenotypes. Overall, determining the impact of genetic or pharmacologic manipulation of age‐associated senescence, oxidative stress, and/or inflammation signatures on retinal health and function may open avenues for novel targets amenable for therapeutic intervention. Pharmacological manipulation of senescence using senolytic drugs has recently been shown to remove senescent cells from the aged killifish telencephalon, thereby restoring the neurogenic potential of the aged killifish brain (Van houcke et al., 2023). Similar pharmacological approaches targeting the identified ageing processes might thus have the potential to rejuvenate the aged retina.

We also observed transcriptional changes of several genes associated with age‐related human retinal disease, which suggests that the killifish is a valuable translational model. Indeed, bulk RNAseq revealed changes in specific genes, such as *optn*, *htra1b*, *and pcdh15a*, associated with glaucoma, AMD, and Usher syndrome, respectively (Ahmed et al., 2001; Rezaie et al., 2002; Yang et al., 2006). As increased levels of *optn* have been reported as neuroprotective (Markovinovic et al., 2018; Weil et al., 2018), the observed rise in *optn* expression in the aged killifish retina may suggest a compensatory phenotype attempting to attenuate age‐related cellular stress. Altogether, our data highlight the value of old killifish retina as a model to study pathomechanisms of several human ageing retinal diseases. The killifish retina also has the potential for investigating age‐related neurodegenerative brain pathologies (Bergmans, Raes, et al., 2023; de Bakker & Valenzano, 2023). For example, we observed that expression of the Parkinson‐associated gene, *snca*, increases with age. Previous studies reported a similar increase in the aged killifish brain that likely contributes to Parkinsonian‐like phenotypes, such as protein aggregation and Lewy body formation (Bagnoli et al., 2022; Matsui et al., 2019). As the killifish is genetically amenable to transgenesis and CRISPR/Cas9 mutagenesis (Bedbrook et al., 2023; Hartmann & Englert, 2012; Rozenberg et al., 2023), it will be invaluable to perform genetic manipulation of disease genes within this rapidly ageing vertebrate.

Single‐cell transcriptomics were used to delineate the cellular landscape of the killifish retina. The killifish retina contains all major cell classes, as well as oligodendrocytes, previously reported to be present in fish and avian retinas (Nakazawa et al., 1993; Santos‐Ledo et al., 2023). Differential gene expression analysis of the scRNAseq dataset revealed cell type‐specific transcriptomic changes. Notably, there was an upregulation of glucocorticoid receptor‐mediated stress response, evidenced by increased expression levels of both *fkbp5* and *klf9* in aged killifish Müller glia. FKBP5 and KLF9 serve as feedback systems for glucocorticoid receptor signalling, ultimately leading to a reduced receptor sensitivity (Gans et al., 2020, 2021; Zimmer et al., 2020). Their heightened expression levels in the aged killifish retina may indicate a chronic exposure to glucocorticoids. This observation aligns with the glucocorticoid hypothesis of brain ageing, which posits that prolonged exposure to glucocorticoids accelerates the ageing process in the brain (Landfield et al., 2007). Furthermore, elevated KLF9 levels have been reported to be involved in maintaining the quiescent state of radial‐glial neural stem cells in the hippocampus of mice (Guo et al., 2022). Consequently, it could be speculated that aged killifish Müller glia also transition into a quiescent state, potentially negatively impacting Müller glia‐derived neurogenesis and tissue repair.

Additionally, age‐related changes in gene expression across the cell types were determined by combining the single‐cell with the bulk RNAseq datasets. In general, we observed age‐related transcriptomic dysregulation within all retinal cell populations, showing that differentially expressed genes from bulk RNAseq experiments displayed increased expression across all cell types upon ageing. Similar age‐related transcriptional dysregulation was described in *C. elegans* using a full organism single‐cell atlas for a confined number of genes, although the mechanisms contributing to this altered gene expression remain elusive (Roux et al., 2023). One potential mechanism behind the changes in gene expression across various cell types includes a modified epigenome. Previous studies examining the retinas and RPE of AMD patients reported global changes in chromatin accessibility (Wang et al., 2018). It will be interesting to determine the extent to which age‐related transcriptomic changes in the killifish retina are mediated by alterations to the epigenetic landscape. Furthermore, it is important to note that RNA levels are not indicative of protein levels in vivo. Decoupling of transcription and protein synthesis has been observed in killifish and was reported to worsen with age (Kelmer Sacramento et al., 2020). As such, the transcriptional changes reported here may not be fully reflected at the protein level.

In summary, we have identified age‐related transcriptional dysregulation in the killifish retina. This work highlights that the rapidly ageing killifish can be utilised to define the molecular features underlying age‐related retinal pathology and vision loss. As the retina is considered a window to the brain, our data may provide insight into processes occurring within the brain Killifish can be used to study the consequence of molecular dysregulation on CNS health and identify means to prevent disease.

## 4 MATERIALS AND METHODS

### 4.1 Fish husbandry

Given the variation in ageing rates, exclusively young adult (6‐week‐old), middle‐aged (12‐week‐old), and old (18‐week‐old) female GRZ‐AD inbred strain African turquoise killifish were used in this study. The three age groups were selected based on an in‐house survival curve and a thorough characterization of the ageing phenotype within the killifish visual system (Van houcke et al., 2021; Vanhunsel et al., 2021). Fish were bred, grown, and maintained in‐house as described (Bergmans, Serneels, et al., 2023; Van houcke et al., 2021; Vanhunsel et al., 2022, 2021). The Ethical Committee for Animal Experimentation of KU Leuven, strictly following the European Communities Council Directive of 2010 (2010/63/EU) and Belgian legislation (Royal degree of 29 May 2013), approved all animal experiments.

### 4.2 Tissue collection/processing

#### 4.2.1 Sample collection and dissociation for (sc)RNAseq

Fish were euthanized using 0.1% tris buffered tricaine (Merck) in system water. Retinas were collected as previously described (Van Dyck et al., 2023). Briefly, the dermal and scleral layer of the cornea, and the lens were removed, exposing the retina. The retinal pigment epithelial was rinsed off with sterile Dulbecco PBS (Thermo). Retinas were collected and either snap frozen in liquid nitrogen for bulk RNAseq or collected in single‐cell suspension medium for scRNAseq.

For bulk RNAseq, retinas of one fish were pooled as a single sample and 10 samples used per group. Samples were digested using Tri‐reagent (Sigma‐Aldrich) and RNA purified with RNeasy kit (Qiagen) (Bergmans, Vanhunsel, Zandecki, et al., 2023). RNA quality and integrity were assayed using the DNA 12000 kit on the Bioanalyzer (Agilent) at the KU Leuven Genomics Core (https://www.genomicscore.be/).

For scRNAseq, single‐cell suspensions were generated as described (Bergmans, Serneels, et al., 2023). Briefly, retinas from either three (6‐week‐old) or two (12‐ or 18‐week‐old) fish were pooled and collected in complete Leibovitz's 15 (cL15) medium. Retinas were rinsed 3× with cL15 before digestion using sterile activated papain (16 U/mL, Worthington) for 30 min at 28°C. Digested retinas were rinsed 3× with cL15. Cell suspensions were obtained after mechanical trituration (10× with both a p1000 and a p200 pipet) in sterile PBS with 1% bovine serum albumin (fraction V, Sigma‐Aldrich). Cell clumps were removed using a 40 μm strainer (PluriSelect). Cell viability was measured with the LUNA Automated Cell Counter at the KU Leuven Genomics Core (https://www.genomicscore.be/). Two biological samples were processed at each age, totalling six scRNAseq runs.

#### 4.2.2 Tissue collection for histology

Fish were euthanized as above. Intracardial perfusion with PBS and 4% paraformaldehyde (PFA, Merck‐Aldrich) was executed, as described (Bergmans, Vanhunsel, et al., 2023). Eyes were collected and fixed overnight in 4% PFA then rinsed 3× in PBS. Eyes were cryoprotected with increasing sucrose concentrations to 30% in PBS and embedded in 1.25% agarose and 30% sucrose in PBS for cryosectioning. 10 μm cryosections were collected on SuperFrost Plus Adhesion Slides (Epredia) and stored at −20°C until use (Bergmans, Vanhunsel, et al., 2023) .

### 4.3 RNA‐sequencing

#### 4.3.1 Bulk RNAseq analysis

Libraries were generated using the QuantSeq 3′ (Lexogen) mRNA protocol and sequenced using Illumina HiSeq 4000 (Illumina; 50 bp single end reads). On average, 8.2 M reads were obtained for each sample. Reads were trimmed using Trim‐Galore! (v0.6.7), a wrapper for Cutadapt (v3.4) and FastQC (v0.11.9). Trimmed reads were mapped to a custom‐built transcriptome (see below) using STAR (v2.7.0) (Dobin et al., 2013). Reads were cleaned using Samtools (v1.9.4), gene counts generated by HTseq (v0.11.2) (Anders et al., 2015), and visualizations generated in R (v3.6.1). Comparative analysis between individual ages was performed using EdgeR (v3.42.4) (Robinson et al., 2009). Thresholds for statistical significance were set at |log_2_FC| ≥ 1 and FDR <0.05. As the killifish reference genome in a draft phase, gene annotation for those passing statistical thresholds were checked by hand and in some instances re‐annotated to conform to the nearest ortholog using BLAST (Altschul et al., 1990). Heatmaps were generated using ComplexHeatmap (Gu et al., 2016) and PCA using the R stats package while GO was performed using the Gene Ontology knowledgebase resources (Aleksander et al., 2023; Ashburner et al., 2000).

#### 4.3.2 10× genomics sequencing and analysis

Single‐cell suspensions with a viability score greater than 85% (ranging from 87.20% to 95.00%) were loaded on to the 10× Genomics microfluidic system with a capture target of 10,000 cells per sample. scRNAseq was performed using standard protocols for 10× Genomics v3 3′ sequencing. Samples were sequenced to a target read depth of ~160 million paired end reads per library (19,291 reads/cell on average) using Illumina NovaSeq. Library prep and sequencing were performed at the KU Leuven Genomics Core (https://www.genomicscore.be/).

To increase mapping efficiency of sequencing reads, we built a custom transcriptome, utilizing the reference sequence (GRZ Assembly, 05/2015) (Valenzano et al., 2015) and custom annotations. Using GffCompare tool, the annotations were customized from Cellranger “mkgtf” by combining the NCBI annotation file (NFINdb) with the in‐house sequenced PACBIO‐ISOSEQ annotation files for killifish telencephalon. This way the gtf files from PACBIO long‐reads and the NFIN db reference transcripts were efficiently merged (Rajagopal et al., 2021). This helped us improve our final genomic annotation file and ensured higher mapping accuracy and coverage for performing single‐cell RNAseq analysis. Use of the custom transcriptome increased mapped reads by 11%, resulting in a 9% increase in cell number compared to the standard reference transcriptome alone. Sequencing reads were mapped to the custom transcriptome using CellRanger‐7.0.1.

Mapped scRNAseq data was processed in Monocle3 (monocle3_1.2.9) (Cao et al., 2019; Trapnell et al., 2014). Cells utilized for analysis contained greater than 1000 unique transcripts and less than 20,000 transcripts. UMAP dimension reduction was performed on 3327 high variance genes, determined from the transcripts/10,000 transcripts normalized count matrix, with the top 22 principal components used as input into the Monocle3 reduce_dimension function (max_components = 2, reduction_method = “UMAP”, preprocess_method = “PCA”, umap.metric = “euclidean”, umap.min_dist = 0.25, umap.n_neighbors = 25, build_nn_index = TRUE). Cell type cluster assignment was performed using known markers of vertebrate retinal cell types, as performed previously (Clark et al., 2019; Lu et al., 2020). Further subclustering of individual cell types (amacrine, horizontal, cones, and bipolar cells) was performed to examine marker genes of putative subtypes.

### 4.4 IHC, in situ HCR, and imaging

For IHC, slides were warmed to room temperature (RT) and rehydrated with PBS. Antigen retrieval was performed by boiling in sodium citrate pH 6.0 for 20 min. Slides were washed with PBS and blocked (10% normal goat serum, 1% BSA) for 1 h. Primary antibody mixed in blocking solution was applied to slides overnight at 4°C. Antibody was washed 3× with PBS, then incubated overnight in secondary anitbody (1:1000) at 4°C. After rinsing with PBS 3×, slides were mounted and imaged. See Table S4 for antibody list.

Fluorescent in situ HCR v3.0 was performed as described (Choi et al., 2018; Elagoz et al., 2022; Van houcke et al., 2021). See Table S5 for probe information. Briefly, probes were obtained using Easy_HCR (https://gitlab.com/NCDRlab/easy_hcr) and ordered at Integrated DNA Technologies (IDT). Cryosections were dried at 37°C, rehydrated using diethyl pyrocarbonate (DEPC, Acros)‐treated PBS (0.1% v/v), and sections permeabilized using proteinase K (10 μg/mL in PBS‐DEPC, Roche) for 10 min at 37°C. Permeabilization was stopped by incubation in 4% PFA for 10 min at RT. Slides were rinsed 3× before incubation in hybridisation buffer (formamide, 30%; NaCl, 0.75 M; sodium citrate, 75 mM; citric acid pH 6.0, 9 mM; Tween20, 0.1%; Heparin, 50 μg/mL; Denhardt's solution 50×, 2%; Dextran, 10%) for 30 min at 37°C. Probes were added at a final concentration of 6.67 nM in probe hybridization buffer and hybridization was accomplished overnight at 37°C. Slides were rinsed 3× and incubated with amplification buffer (NaCl, 0.75 M; sodium citrate, 75 mM; Tween20, 0.1%; Dextran, 10%) for 30 min at RT. Both hairpins to visualize a probe set were prepared separately: 3 pmol of each hairpin (H1 and H2) was incubated for 90 s at 95°C and cooled down to RT for 30 min. Hairpins were added to the slides at a final concentration of 40 nM in amplification buffer and incubated overnight at RT. Nuclei were stained with DAPI and tissue mounted with Mowiol®.

Slides were imaged on a Zeiss LSM900 microscope with a Plan‐Apochromat 20X 0.8 NA objective in Airyscan CO‐2Y mode. Images were acquired as mosaic Z‐stacks covering the whole thickness of the section and visualized as maximum projections.

## AUTHOR CONTRIBUTIONS

Conceptualization and experimental design: SB, NCLN, LuM, LA, PAR, RBM, BSC, and LM. Data curation: SB, NCLN, AMK, JDDS, and RBM. Bioinformatic analysis: EH, C‐KH, PAR, and BSC. Reference genome: RA and LA. Visualization: SB, NCLN, PAR, and BSC. Writing—original draft preparation: SB and NCLN. Reviewing and editing: SB, NCLN, LuM, EH, AMK, JDDS, RA, C‐KH, LA, PAR, RBM, BSC, and LM. Funding acquisition: SB, NCLN, LuM, RBM, and LM. Project administration: SB, NCLN, PAR, BSC, RBM, and LM. Supervision: PAR, BSC, RBM, and LM.

## CONFLICT OF INTEREST STATEMENT

The authors declare that they have read and approved the manuscript and have no conflicts of interest.

## Supporting information

Figure S1.

Figure S2.

Figure S3.

Figure S4.

Figure S5.

Figure S6.

Figure S7.

Figure S8.

Figure S9.

Table S1.

Table S2.

Table S3.

Table S4.

Table S5.

## Data Availability

Raw and processed bulk RNA and scRNAseq data are available for download through GEO (GSE255363 and GSE255364, respectively).

# Supplementary material for: Age‐related dysregulation of the retinal transcriptome in African turquoise killifish
**Source:** Aging Cell. 2024 May 14;23(8):e14192. doi: 10.1111/acel.14192
**Supplement:** Supplementary file 1 — Figure S1.

Figure S1. Heatmap showing differential transcript expression across all bulk RNAseq samples. Differentially expressed genes were identified using the following thresholding criteria: FDR <0.05 and |log2FC| ≥ 1. Over age, biological replicates are highly consistent, observed changes are gradual with time, and killifish show more up-regulated genes compared to down-regulated genes. w = weeks.

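Of the 467 genes called at 18 against 6 weeks, 431 (92.3%, 95% Wilson interval 89.5 to 94.4) had a mean log2 CPM at 12 weeks between those at 6 and 18 weeks. The median gene had reached 45% of its change at 12 weeks, with 55.8% for higher and 38.9% for lower genes. When 6-week fish 1 to 5 were used for the call and 6 to 10 for the 12-week comparison, 79.6% of 599 genes lay between. The Wilson interval treats genes as independent, which genes measured in the same fish are not. No share expected without a gradual change was computed, so these shares have no baseline.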

# Supplementary material for: Age‐related dysregulation of the retinal transcriptome in African turquoise killifish
**Source:** Aging Cell. 2024 May 14;23(8):e14192. doi: 10.1111/acel.14192
**Supplement:** Supplementary file 2 — Figure S2.

Figure S2. Rlbp1 is a Müller glia marker in the killifish neural retina. (A) rlbp1a (green) transcript is found within the neural retina, while rlbp1b (magenta) is expressed within the RPE. (B) Co-labelling of Rlbp1 and GS shows that Rlbp1 is a Müller glia marker within the neural retina via binding of Rlbp1a, although the antibody does also appear to label Rlbp1b in the RPE.

# Supplementary material for: Age‐related dysregulation of the retinal transcriptome in African turquoise killifish
**Source:** Aging Cell. 2024 May 14;23(8):e14192. doi: 10.1111/acel.14192
**Supplement:** Supplementary file 3 — Figure S3.

Figure S3. Quality control of single-cell RNA-sequencing. UMAP dimension reductions indicating the (A) log10(Total_mRNAs) or (B) cluster designation for each cell. (C) Graph depicting the sample proportions for cells within each cluster. (D) UMAP dimension reductions highlighting the presence of cells from each age (6, 12, and 18 weeks) within all clusters. (E) Cell type proportions of retinal cells within each sample. (F) Boxplot showing the average transcript count across cells within each sample. Overlayed dots show individual transcript counts for each cell, with cells coloured by the annotated cell type. (G) Boxplots highlighting the transcript counts of cell types across the profiled ages, highlighting consistency of transcript counts within cell types across the ages, but variability across individual cell types. RBC = red blood cell; RPE = retinal pigment epithelium.

# Supplementary material for: Age‐related dysregulation of the retinal transcriptome in African turquoise killifish
**Source:** Aging Cell. 2024 May 14;23(8):e14192. doi: 10.1111/acel.14192
**Supplement:** Supplementary file 4 — Figure S4.

Figure S4. Cell type marker gene expression. UMAP dimension reductions highlighting marker gene expression used for cell type calling across the dataset.

# Supplementary material for: Age‐related dysregulation of the retinal transcriptome in African turquoise killifish
**Source:** Aging Cell. 2024 May 14;23(8):e14192. doi: 10.1111/acel.14192
**Supplement:** Supplementary file 5 — Figure S5.

Figure S5. Cell type markers for RBC and RPE cells. (A) Dot plot of marker genes used to identify the RPE and RBC populations. The dot size shows the percentage of cells expressing a specific gene while the colour indicates expression level. (B) in situ HCR for rpe65a shows that rpe65a is confined to the RPE. Images are acquired as mosaic Z-stack and are visualised as maximum projections. Scale bar = 50 μm. GCL = ganglion cell layer, HCR = hybridisation chain reaction, INL = inner nuclear layer, ONL = outer nuclear layer, RBC = red blood cell; RPE = retinal pigment epithelium.

# Supplementary material for: Age‐related dysregulation of the retinal transcriptome in African turquoise killifish
**Source:** Aging Cell. 2024 May 14;23(8):e14192. doi: 10.1111/acel.14192
**Supplement:** Supplementary file 6 — Figure S6.

Figure S6. Additional spatial validation for cell type marker genes via in situ hybridisation. Additional cell type-specific markers from scRNAseq for each retinal cell type are validated on cryosections using in situ HCR. All photoreceptors are labelled by crx (A) while rods are specifically labelled by nrl (B). Horizontal (C) and bipolars (D) cells are shown by in situ labelling for tfap2a and otx2, respectively. (E) All amacrines are labelled by the canonical amacrine marker slc32a1b, while glycinergic amacrine cells are labelled with lamp5 and tcf4. (F) Retinal ganglion cells are shown by slc17a6b labelling. (G) Differentiating cells are shown in the ciliary marginal zone at the periphery of the retina by expression of stmn1a and fgfbp3. First panel for both markers is merged with nuclei stain. Second panel is marker only. (H) Characteristic radial fibre labelling for Müller glia is accomplished by HCR for rlbp1a, while low expression of gfap is detected in Müller glia endfeet. (I) in situ HCR for cldn19 shows the sparse presence of oligodendrocytes in the GCL and INL (arrowhead), while a high density is observed in the optic nerve head. (A-F, H) Merged images with nuclei shown in left third of image. Scale bars = 50 μm. GCL = ganglion cell layer, HCR = hybridisation chain reaction, INL = inner nuclear layer, ONL = outer nuclear layer.

# Supplementary material for: Age‐related dysregulation of the retinal transcriptome in African turquoise killifish
**Source:** Aging Cell. 2024 May 14;23(8):e14192. doi: 10.1111/acel.14192

A

## Cone Subtype Markers

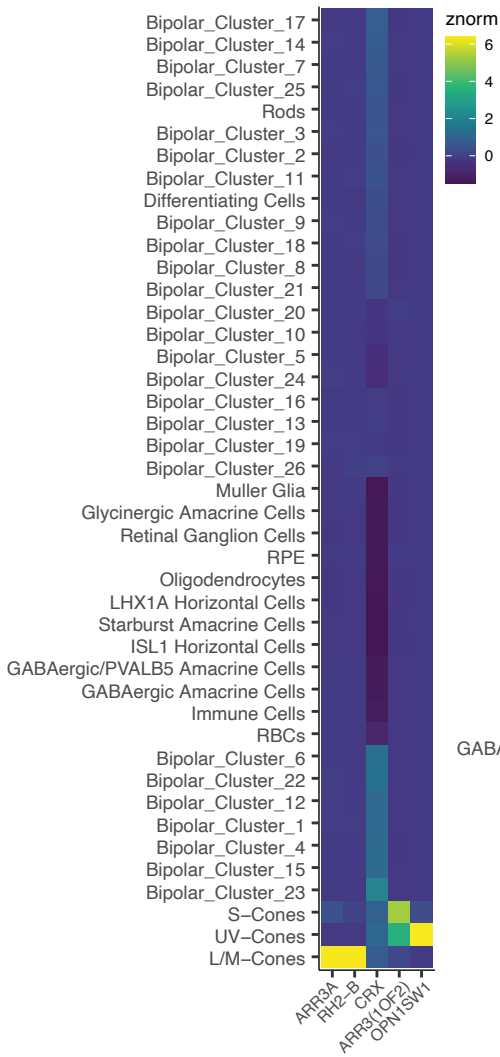

B

## Horizontal Cell Subtype Markers

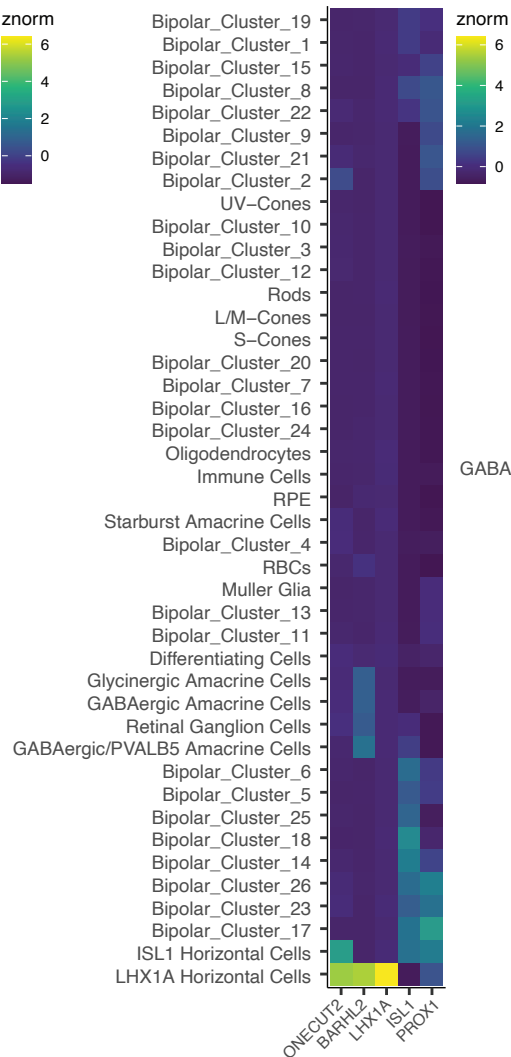

C

## Bipolar Cell Subtype Markers

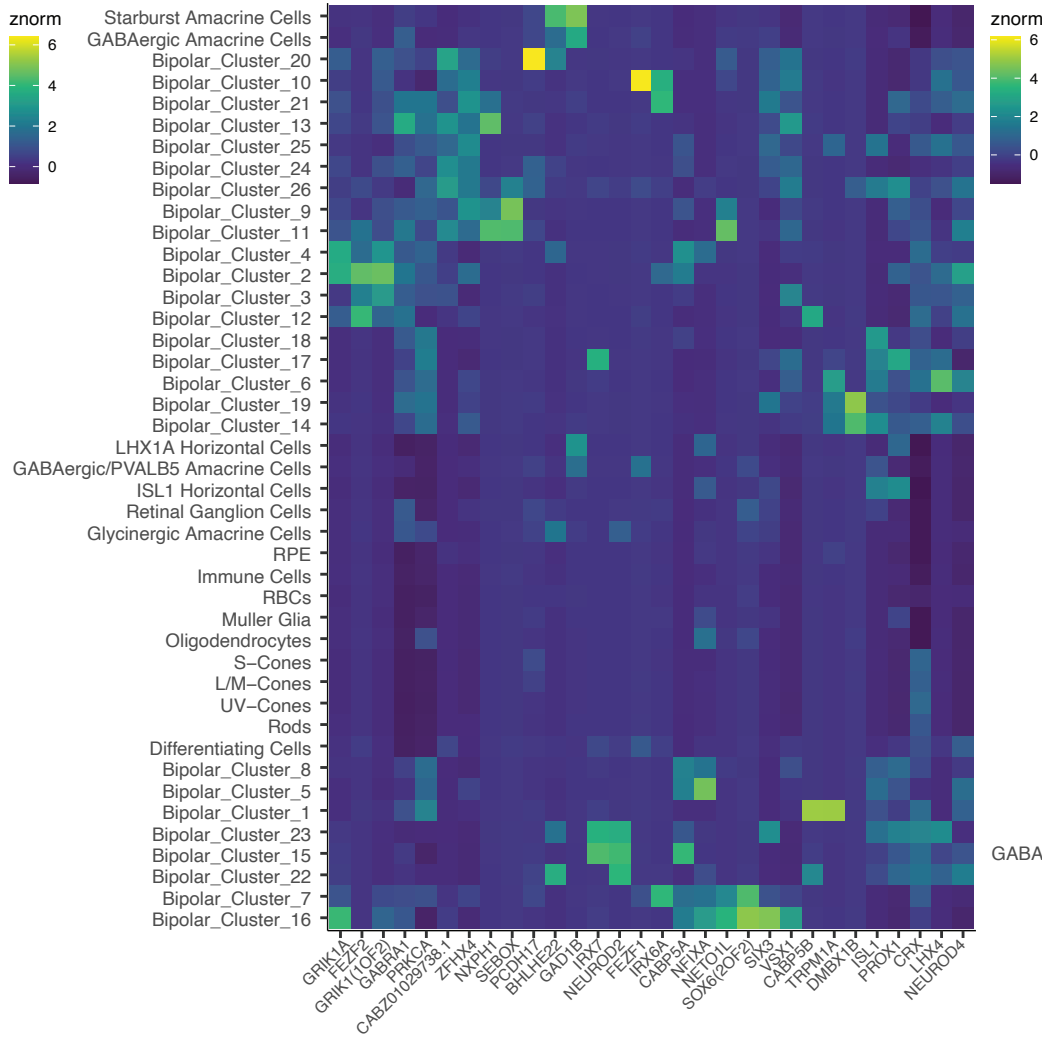

D

## Amacrine Cell Subtype Markers

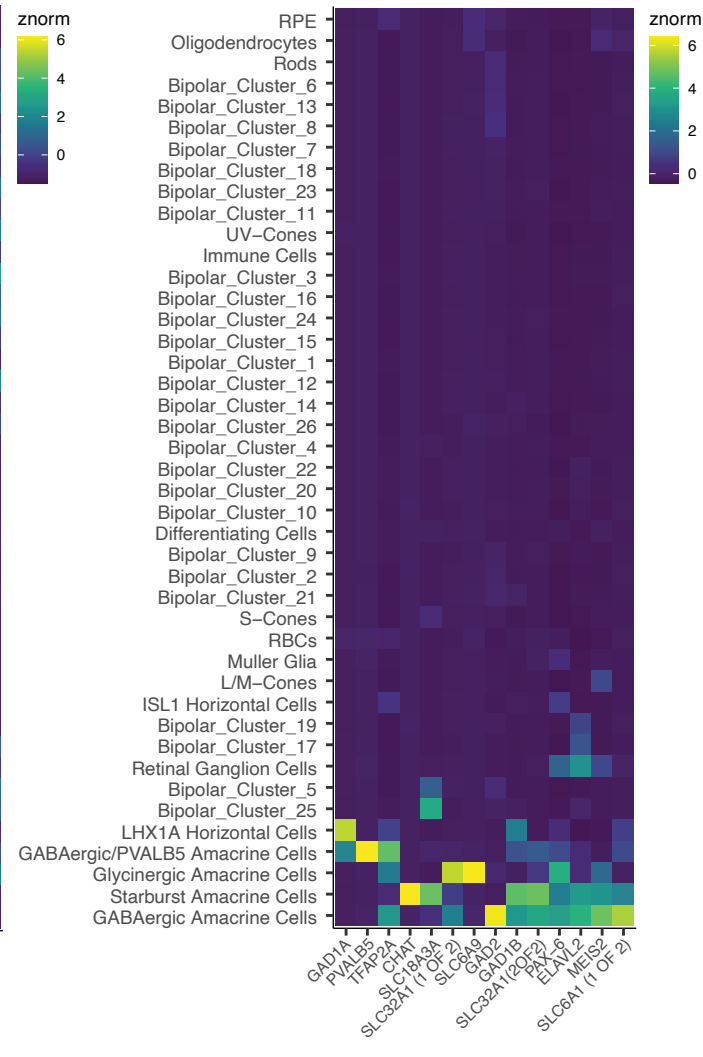

**Supplement:** Supplementary file 7 — Figure S7.

# Supplementary material for: Age‐related dysregulation of the retinal transcriptome in African turquoise killifish
**Source:** Aging Cell. 2024 May 14;23(8):e14192. doi: 10.1111/acel.14192
**Supplement:** Supplementary file 7 — Figure S7.

Figure S7. Heatmaps showing scRNAseq expression of cell subtype marker genes across all cell types identified. (A) Cone subtype marker genes; (B) Horizontal cell subtypes; (C) Bipolar cell subtypes; (D) Amacrine cell subtypes. Coinciding with the in situ expression pattern observed in Figure 4, barhl2 (B) transcript is detected most abundantly in horizontal cells but is also observed in ganglion and amacrine cells.

# Supplementary material for: Age‐related dysregulation of the retinal transcriptome in African turquoise killifish
**Source:** Aging Cell. 2024 May 14;23(8):e14192. doi: 10.1111/acel.14192
**Supplement:** Supplementary file 8 — Figure S8.

Figure S8. Comparison of age-related transcriptional changes between the bulk and single-cell RNAseq datasets. Boxplots indicating the age-dependent fold change of differentially expressed genes from bulk RNAseq within the scRNAseq dataset, comparing (A) Fold-change of expression comparing 12-week and 6-week-old retinas across all cell types, or (B) cell type-specific changes across those ages. (C) Boxplots indicating transcript fold change across all cell types, or (D) within individual cell types in 18-week-old retinas in comparison to 6-weeks-old fish. On average, genes displaying differential expression by bulk RNAseq analysis displayed corresponding changes within the scRNAseq dataset.

# Supplementary material for: Age‐related dysregulation of the retinal transcriptome in African turquoise killifish
**Source:** Aging Cell. 2024 May 14;23(8):e14192. doi: 10.1111/acel.14192
**Supplement:** Supplementary file 9 — Figure S9.

Figure S9. Heatmap and UMAP for genes with reduced expression between young and old killifish retinas. (A) Heatmap of integrated bulk and scRNAseq, showing the cell types that normally express those genes (left) and the changes in expression across the ages investigated for the cell types (right). (B) UMAP showing that the genes that are going down in expression with age are typically expressed in the RPE. There are several bright cells within the RPE cluster; see inset. RBCs = red blood cells, RPE = retinal pigment epithelium.

How the deposited data were processed for this re-analysis (not part of the article)

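Retinal RNA of 30 female killifish was measured by QuantSeq 3′ RNAseq, in 10 fish each at 6, 12 and 18 weeks of age, with both retinas of a fish in 1 sample. Samples were assigned to ages and fish numbers from the submitters' sample labels, which give the same ages as the paper. The authors trimmed the reads with Trim-Galore, mapped them with STAR to a custom-built transcriptome, counted them per locus with HTseq and deposited the counts per locus without normalization. Gene names were taken from the authors' deposited annotation of these loci, which was made for their single-cell data, and its other values were not used.

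The counting categories that name no locus were left out of library sizes and tests. Reads on no feature were between 18.0% and 27.7% of the reads listed per fish, and ambiguous reads between 0.838% and 1.85%. Counts on loci were between 3552371 and 5840792 per fish. A count carries counting error beside the spread between fish, so that genes with few counts are measured less precisely.

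Of 24989 loci, 13975 passed the filterByExpr function of edgeR with its default settings (edgeR 4.0.16, limma 3.58.1, R 4.3.3). These were scaled with TMM factors and fitted with glmQLFit over all 30 fish, with 1 coefficient per age and no covariate, and ages were compared with glmQLFTest and Benjamini-Hochberg adjustment. A gene was called at an FDR under 0.05 and an absolute log2FC of at least 1. The standard error of a log2FC was its size divided by the square root of the F statistic. CPM values were scaled with the TMM factors, and log2 CPM used a prior count of 2. Principal components were computed on gene-centred log2 CPM. Group differences of single measures and correlations with age were tested with 100000 permutations, two-sided. Gene lists were tested with limma's camera at a preset correlation of 0.01, for 12 against 6 and 18 against 6 weeks, and also with fry and with an estimated correlation.

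The genes named in the text follow a rule that, like the lists, tests and alternatives below, was set before the data were examined. They are each gene that the paper names from its bulk RNAseq, the 5 with the largest rise and the 5 with the largest fall at 18 weeks among called genes whose fish of both ages do not overlap, called members of the gene lists, up to 5 per list, and the RLBP1 loci. Where several loci carry a name, each tested locus was reported. The lists were RPE, rods, cones, horizontal cells, bipolar cells, amacrine cells, retinal ganglion cells, Müller glia, immune cells, red blood cells, oligodendrocytes, proliferating and differentiating cells, lens, the positive and the negative arm of the clock, and glucocorticoid response. Of these 16 lists, 15 had at least 3 tested genes and were tested, and that of red blood cells was not. An interferon response list was written later, after the values of ISG15 had been seen.

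The alternatives were library size alone, RLE and upper-quartile factors, leaving genes above 1% of the counts out of the scaling, DESeq2 1.42.0, no filter and other filters on low counts, edgeR's exact and likelihood-ratio tests, robust quasi-likelihood, glmTreat, an FDR threshold alone, fits of the 20 fish compared, down-sampling to the smallest library, the replicate number as a block, an RPE score as a covariate, other forms of the principal component analysis, and leaving out each fish in turn. The fit was tested on simulated counts for the 13975 loci with 200 changed genes. This simulation was written after call counts and named-gene values of a first fit had been seen, and the fit was not changed afterwards. When a pair of abundant loci also fell, TMM factors gave 0 false calls. Library size alone gave 213 and shifted the median log2FC of unchanged genes to 0.58. This pair fell by much more there than in the real counts. The real log2FC at 18 against 6 weeks were -0.683 for XLOC_011982 and -1.09 for XLOC_011983. The 213 calls and the shift to 0.58 therefore cannot be carried over to the real counts. With library size alone, the real counts had a smaller median of 0.32 over all tested genes at 18 against 6 weeks.

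The copy of Table S1 used here holds 1679 of 12169 loci. Of these, 484 carry names from a sequence search, all ahead of the loci without one, and in CPM on library totals 401 of them were higher and 83 lower at 18 than at 6 weeks, which are the paper's counts of changed genes. These 484 loci were taken as those the study picked from these samples, and marker lists were counted against them. No enrichment or set test was run on the copy. In its 12 columns of CPM by the authors, the totals that counts and CPM imply lay within 7.8e-06% of the counts on loci per fish, and 0.291% to 20.9% from these totals scaled with the TMM factors used here. These columns do not show which scaling the authors' edgeR fit used. Gene ontology terms, the mouse orthologs, the single-cell data and the stainings were not analysed here, and results for some single genes that the rule covers are not reported here.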

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

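The tests of low depth in 18-week fish 1 and of the cone list were chosen only after the results were seen, and the way in which the RPE, immune and cone list tests were read was settled after their values were seen.

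Single fish lay far from the other 9 fish of their age in 21 of 186 groups of values, where chance gives about 9.3. In 7 of these the fish was 18-week fish 1. Its gap to the nearest fish, as a share of the range of its age, was 0.792 on PC1, 0.814 on PC2, 0.746 for the percent of ambiguous reads, 0.467 for the share of the 2 most abundant loci, 0.637 for APPA, 0.522 for AQP1A.1 and 0.489 for AIF1. Low depth is argued against, since its 4644190 counts on loci were the 6th lowest of the 10 fish. A mislabelled age is argued against as well: the mean log2 CPM of the genes called higher without this fish minus that of the lower genes was 1.05 in this fish, within the 0.782 to 1.20 of the other 18-week fish, and the highest 12-week fish was at 0.0144. A gene-specific loss of reads may contribute. The deviations of 46 subunits of protein complexes had an SD of 0.707 in this fish and of 0.134 to 0.233 in the other 29 fish, although only 1 subunit lay more than 1 log2 below the other 18-week fish. A biological difference of this fish was not tested and stays open. Without it, 184 genes were higher and 236 lower at 18 than at 6 weeks, and 159 and 222 of these were also called with all fish.

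6-week fish 8 lay apart from the other 6-week fish on PC1 (0.593), in the percent of ambiguous reads (0.473), in the score of the immune list (0.597) and in APOEB (0.471), C1QC (0.541) and AIF1 (0.608). Its immune score was 3.78, and the next highest was 2.42. Over the fits that each left out 1 fish, the log2FC of C1QC at 18 weeks ranged from 1.01 to 1.75, and AIF1 was called in 9 of 20. No explanation was tested for this fish. The other 8 values that lay apart were the score of the positive clock arm (0.534) and ARNTL (0.492) in 12-week fish 9, TGFB3(2OF2) (0.491) and BDNF (0.519) in 18-week fish 9, CDKN1B (0.501) in 12-week fish 2, EGFRA (0.475) in 6-week fish 1, IGF2BP3 (0.530) in 12-week fish 3 and IGF2BP1 (0.510) in 12-week fish 8. Their number is within what chance gives over all groups, and no explanation was tested for them.

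The paper's text gives no counts for the comparison of 18 with 12 weeks, in which 36 genes were higher and 107 lower in the fit of all 30 fish. Other splits were fitted to the 20 fish compared, where the real split gave 36 higher and 102 lower genes. Of 100 splits of these 20 fish into 10 and 10, only 1, the real one, gave as many higher genes, and only 1 as many lower genes, and the highest count in another split was 5. The same held for 18 against 6 weeks, where the fit of 20 fish gave 181 higher and 286 lower genes, with 1 of 100 splits for higher and 1 of 100 for lower genes and at most 19 genes in another split. It held for 12 against 6 weeks too, where the fit of 20 fish gave 46 higher and 29 lower genes, with 1 of 100 splits in each direction and at most 2 genes in another split. Chance as the source of these counts is argued against, and differences between the ages other than age itself stay open.

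Gene lists that the paper's text does not test were past the FDR threshold with limma's camera: at 12 against 6 weeks bipolar cells (median log2FC -0.13) and immune cells (0.71), and at 18 against 6 weeks cones (-0.90), Müller glia (0.35), immune cells (0.82), the positive clock arm (0.54) and the negative clock arm (-0.45). All of these were also past it with fry. None was with an estimated correlation, where the lowest adjusted p over 30 tests was 0.181 and 7 tests had an unadjusted p under 0.05. With library size alone, the medians of the bipolar list at 12 weeks and of the negative clock arm were -0.00334 and -0.15, but this scaling shifts the log2FC of all genes upward, and relative to all genes both lists were still lower and past the threshold with camera. For the bipolar and Müller glia lists no explanation was tested.

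Of the immune list, 12 of 12 genes were higher at 18 weeks, by 0.27 to 1.12 in log2FC. The rises differed by more than their errors (chi-square heterogeneity p = 0.0101), which argues against an equal rise of the whole list with AIF1L included. AIF1L had the lowest rise (0.27) and the smallest standard error (0.0867) of the list. The test was not run without AIF1L, so it does not show that the other genes rose unequally. More immune cells per retina may contribute, since the genes varied together among fish of one age with a median correlation of 0.443, which 0 of 1000 random lists reached. The most abundant gene, AIF1L, was at 40.2 CPM at 6 weeks and 48.5 CPM at 18 weeks, and the study picked 6 of the 12 genes from these samples. A change within immune cells with age stays open.

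Of the cone list, 6 of 7 genes were lower at 18 weeks, and CNGB3 had a log2FC of 0.11. The changes differed by more than their errors (chi-square heterogeneity p = 1.01e-21), which argues against a lower share of cones as the whole cause. A lower share may contribute, since the genes varied together among fish of one age with a median correlation of 0.361, which 23 of 1000 random lists reached. GNAT2, an abundant gene of the list, went from 1934 to 1557 CPM. The median of the list was -0.60 with library size alone, where GNAT2 was at -0.01 and OPN1SW1 did not fall, but relative to all genes the list was still lower and past the FDR threshold with camera. With the RPE score as a covariate the list was not past the FDR threshold (limma's camera, adjusted p = 0.0638), and over the alternatives the adjusted p ranged from 1.11e-05 with fry to 0.188 with an estimated correlation. A change within cones with age stays open.

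The medians of the positive and negative arms of the clock moved in opposite directions at 18 weeks and were 0.988 apart. Another time of day at dissection could give this. Not all members moved with their arm. In the positive arm 8 of 10 genes were higher, while ARNTL2 (XLOC_005483, log2FC -1.01) and RORAA (-0.21) were lower, past the FDR threshold. In the negative arm 13 of 17 genes were lower, while HLFB (0.79) and CRY2A (0.60) were higher, past the FDR threshold. At 12 weeks the medians were -0.11 apart. In the mean log2 CPM of the positive arm minus that of the negative arm, 8 of 10 18-week fish and 0 12-week fish lay above the highest 6-week fish. With the RPE score as a covariate the positive arm was not past the FDR threshold (limma's camera, adjusted p = 0.184), while the negative arm was, and over the alternatives the adjusted p of the positive arm ranged from 0.000257 with fry to 0.233 with an estimated correlation. The paper's text names no time of day for the dissections, and a change of the clock with age stays open.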

How the results depend on the processing

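The number of called genes moved by over 1.5 times under several alternatives. Except where a reason is given, the cause was not tested.

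Scaled to library size alone, 75 genes were higher and 14 lower at 12 than at 6 weeks, 532 higher and 113 lower at 18 than at 6 weeks, 69 higher and 50 lower at 18 than at 12 weeks, and 67 higher and 7 lower in both comparisons with 6 weeks, while 96.1% of the genes called at 18 weeks had a 12-week mean between the other means. With at least 10 counts in every fish, which left 10628 of 13975 genes and removes genes with low counts, these numbers were 13 and 10, 60 and 90, 13 and 27, and 11 and 7, with 95.3% between. Without a filter, which tested 22785 genes, 44 genes were lower at 12 than at 6 weeks, 322 higher and 657 lower at 18 than at 6 weeks, 64 higher and 176 lower at 18 than at 12 weeks, and 34 lower in both. With a CPM of at least 1 in at least 10 fish, 439 genes were lower at 18 than at 6 weeks.

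With the FDR threshold alone, which lifts the limit on log2FC, the counts were 181 and 127 at 12 against 6 weeks, 1952 and 2124 at 18 against 6 weeks, 726 and 969 at 18 against 12 weeks, and 156 and 109 in both. With glmTreat, which tests against a log2FC of 1, they were 0 and 1, 14 and 15, 1 and 1, and 0 and 1. At an unadjusted p under 0.05 glmTreat gave 30 higher genes at 12 weeks and 22 in both. With the RPE score as a covariate, 88 genes were higher at 12 than at 6 weeks, 57 at 18 than at 12 weeks and 77 in both. When 6-week fish 1 to 5 were used for the call and 6 to 10 for the comparison, which leaves fewer fish and separates the 6-week means, 79.6% of genes lay between. With an estimated correlation, 0 of 30 list tests were past the FDR threshold, against 9 with the preset one and 12 with fry, and 7 had an unadjusted p under 0.05.

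More genes were lower than higher at 18 against 6 weeks with TMM factors, but not with library size alone (82.5% higher) or with the RPE score as a covariate (52.5% higher). In the other alternatives that kept both thresholds and left out no fish of the ages compared, between 32.9% and 40.4% were higher. The lowest share was without a filter, the highest with genes above 1% of the counts left out of the scaling. These alternatives all scale by TMM, RLE, upper-quartile or DESeq2 factors, so they are not independent on this point. With only the 2 most abundant loci left out of the totals and no TMM factors, 44.5% were higher.

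Across the fits that each left out 1 fish, 34 to 65 genes were higher and 22 to 31 lower at 12 than at 6 weeks, 171 to 225 higher and 236 to 317 lower at 18 than at 6 weeks, 32 to 40 higher and 76 to 132 lower at 18 than at 12 weeks, and 29 to 59 higher and 17 to 25 lower in both. The counts of higher genes at 12 weeks were lowest without 12-week fish 7 and highest without 6-week fish 8. Spearman's rho of PC1 with age stayed between 0.891 and 0.943.

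The replicate numbers do not pair the fish. Over 30 pairs of fish with the same number, the correlation of deviations from the age means ranged from -0.109 to 0.193 with a median of 0.00787, and 2 pairs were over 0.1. With the replicate block, 37 genes were higher and 25 lower at 12 than at 6 weeks, 190 higher and 291 lower at 18 than at 6 weeks, and 37 higher and 102 lower at 18 than at 12 weeks.

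Some log2FC at 18 weeks changed sign, none past the FDR threshold. The RLBP1B locus XLOC_019050 was at 0.25 with the RPE score, cdkn1a at 0.11 with library size alone and 0.16 with the RPE score, mapta at -0.18 with the RPE score and -0.0102 to 0.0446 over the fits that each left out 1 fish, tardbp (XLOC_016560) at 0.0902 with library size alone, and tyr at 0.0073 with the RPE score, which contains tyr. Of the lists, given as -log10 p with the sign of the direction, cones at 12 weeks were at 0.412 with the RPE score. The lens list at 12 weeks was at -0.134 with library size alone, -0.0334 with the replicate block and -0.325 with the RPE score, and at 18 weeks at -0.0534 with the RPE score. The positive clock arm at 12 weeks was at -0.00306 with library size alone and -0.497 with the RPE score. Amacrine cells at 18 weeks were at -2.01 with the RPE score, past the FDR threshold (limma's camera, adjusted p = 0.0303), and proliferating and differentiating cells at 18 weeks at 0.111 with at least 10 counts in every fish. Of the other single genes and lists, library size alone weakened 6 and strengthened 10, and the RPE score weakened 12 and strengthened 1 of the genes and weakened 2 and strengthened 4 of the lists.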

Differences from the paper's values

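The paper's count of genes higher at 18 than at 6 weeks is 401, and 183 were found. Of the alternatives set before the data were examined, library size alone (532) and no filter (322) came within 1.5 times of the paper's value, and the others did not. The paper's count of genes lower at 18 than at 6 weeks is 83, and 284 were found. Library size alone (113) and at least 10 counts in every fish (90) came within 1.5 times of it, and the others did not. The paper's count of genes lower in both comparisons is 12, and 20 were found. The RPE score as a covariate (17) and the fits without 18-week fish 2 (17) and without 6-week fish 1, 6-week fish 3, 12-week fish 10 or 18-week fish 10 (18 each) came within 1.5 times of it, and the others did not. The paper's counts of 65 genes higher and 17 lower at 12 weeks and of 59 higher in both comparisons lie within 1.5 times of the 47, 23 and 41 found, and the fit without 6-week fish 8 gave 65 and 59.

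The paper's log2FC at 18 against 6 weeks differed from those found by more than 1 standard error for each of the 10 genes compared here. The paper's value is 1.16 for pdk4, against 0.85 here, and 1.48 for slc7a11, against 1.19. It is 1.04 in the paper for tgfb3, against 0.74, and 1.03 for rlbp1a, against 0.72. For nfkb2 the paper's value is 1.07, against 0.77, and for apoeb 1.99, against 1.69. For optn it is 1.79 in the paper, against 1.51, and for bdnf -1.87, against -2.16. For htra1b the paper's value is 1.40, against 1.09, and for pcdh15a -1.11, against -1.40. Library size alone gave 1.16, 1.48, 1.04, 1.03, 1.07, 1.99, 1.79, -1.87, 1.40 and -1.10 in the same order, so that none of the 10 differed. The replicate block (-2.11) and the RPE score (-1.69) also closed the gap for bdnf. The highest value over the fits that each left out 1 fish closed it for slc7a11 (1.34), nfkb2 (0.92), optn (1.59), bdnf (-2.06) and pcdh15a (-1.27). The other alternatives set before the data were examined closed none of these gaps.

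The axes of Fig. 1b, read by eye, give about 100% for PC1 and about 0.27% for PC2, and 22.0% and 12% were found. Linear CPM without centring gave 99.7% and 0.275%, which closed both gaps, and gene-centred linear CPM gave 98.2% for PC1, which closed the first. The other alternatives closed neither.

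The legend of Fig. 1 states that more genes were upregulated than downregulated with age. At 18 against 6 weeks 39.2% of the called genes were higher with TMM factors, 82.5% with library size alone and 52.5% with the RPE score as a covariate. Among genes that the paper counts as changed, pdk4, tgfb3, rlbp1a and nfkb2 were each past the FDR threshold and under the log2FC threshold here. Library size alone calls these 4 genes, the FDR threshold alone does so too, and the RPE score as a covariate calls nfkb2 (1.28).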

Other observations

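The tests of the single RLBP1B loci and of the lower genes that follow the RPE score were chosen only after the results were seen.

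Scaling to library totals that hold the 2 most abundant loci, which have no gene name, may account for an excess of higher over lower genes at 18 weeks. With TMM factors 39.2% of the called genes were higher, and with library size alone 82.5%. With these loci left out of the totals and no TMM factors, 204 genes were higher and 254 lower, or 44.5% higher. Why the share of these loci falls with age was not tested, and a biological change of theirs stays open.

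RPE cells left on the younger retinas, which the paper proposes, may account for the fall of the RPE list. Its 14 genes varied together among fish of one age with a median correlation of 0.692, which 0 of 1000 random lists reached. The most abundant, RPE65A, fell from 553 to 194 CPM, and 12 of the 14 genes were lower, 8 of them picked by the study from these samples. The changes differed by more than their errors (chi-square heterogeneity p = 3.13e-36), with RGRA at a log2FC of 0.11, which argues against an equal fall of the whole list. RPE cells as the whole cause of the other lower genes are argued against. Of the 272 lower genes outside the list, 125 were still called lower with the RPE score in the fit, 113 of them among the 178 whose correlation with the score among fish of one age was under 0.3. For the other 94 genes, of which 12 were still called, RPE cells and age cannot be told apart, since these genes were chosen by their relation to a score that falls with age. Lower expression with age stays open for all of these genes.

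The RLBP1B locus XLOC_019050, the more abundant of a pair of that name, may carry RPE transcripts. Its correlation with the RPE score among fish of one age was 0.954. By staining, Figure S2 of the paper places rlbp1b transcript in the RPE and rlbp1a transcript in the neural retina. For the other locus, XLOC_002898, the correlation was -0.0895, which argues against RPE cells as the cause of its fall. Table S5 lists the rlbp1a probe under the gene identifier that the deposited annotation pairs with this locus, while Fig. 2a labels RLBP1A, the deposited name of XLOC_009329, so that which locus the probe targets is uncertain. That of RLBP1A, which rose, was -0.386. A change with age stays open for each locus.

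An interferon response of single fish may account for the high values of ISG15 and TRIM25 in 12-week fish 2 and 7. Over 16 other interferon response genes, these fish had mean log2 CPM of 4.79 and 4.61, and the other 8 12-week fish at most 3.27. The 6-week fish reached at most 2.83, and the 18-week fish lay between 2.95 and 4.26, so that a difference with age stays open. The list was higher than at 6 weeks in 14 of 16 genes at 12 weeks (limma's camera, unadjusted p = 3.01e-09, and 0.0199 with an estimated correlation) and in 14 at 18 weeks (p = 1.23e-05, and 0.0791 with an estimated correlation). Infection was not measured.

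The other lists were not past the FDR threshold with limma's camera at 18 weeks. Rods had a median log2FC of 0.11, oligodendrocytes of 0.32 and lens of 0.30, and amacrine cells had 6 of 12 genes higher. The medians of horizontal cells (-0.27), bipolar cells (-0.20), retinal ganglion cells (-0.16), proliferating and differentiating cells (-0.20) and glucocorticoid response (-0.17) turned positive with library size alone, which shifts the log2FC of all genes upward, and relative to all genes each of these 5 lists was still lower (limma's camera). Some of these lists were past the threshold at 18 weeks under other settings. Bipolar cells were lower with fry (adjusted p = 0.000121), with library size alone relative to all genes (camera, 0.0364) and with the RPE score (camera, 0.00384). Glucocorticoid response was lower with fry (0.0273) and with at least 10 counts in every fish (camera, 0.0213), and horizontal cells with the RPE score (camera, 0.0374). Amacrine cells were lower with the RPE score (camera, 0.0303). At 12 weeks, Müller glia were higher with fry (0.0194), rods higher (0.0364) and proliferating and differentiating cells lower (0.0364) with library size alone, and horizontal (0.0127) and amacrine cells (0.010) lower with the RPE score, all by adjusted p and none was past the threshold with camera at the preset correlation and TMM factors. None of these lists was past the threshold with an estimated correlation, where the lowest adjusted p over 30 tests was 0.181. Of the genes labelled in Fig. 5a, trim25 had a log2FC of 1.99, arntl of 1.15, aqp1a.1 of 0.81 and egfr of 0.70 at 18 against 6 weeks, and aqp1a.1 and egfr were at 1.11 and 1.00 with library size alone.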
